# The SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways mediated by microRNA-25-3p are altered in the schizophrenic rat brain

**DOI:** 10.3389/fncel.2023.1087335

**Published:** 2023-01-20

**Authors:** Bo Pan, Xiaoli Zhu, Bing Han, Jianjun Weng, Yuting Wang, Yanqing Liu

**Keywords:** schizophrenia, microRNA-25-3p, SIK1/CRTC2/CREB1 signaling pathway, TWIST1/PI3K/Akt/GSK3β signaling pathway, risperidone

## Abstract

Schizophrenia is a group of severe mental disorders. MiR-25-3p was shown to be involved in various neuropsychiatric diseases and can regulate SIK1 and TWIST1. The CRTC2/CREB1 and PI3K/Akt/GSK3β signaling pathways are downstream pathways of SIK1 and TWIST1, respectively. This study investigated whether miR-25-3p-mediated SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways are present in an animal model relevant to schizophrenia. A schizophrenic rat model was established by using sub-chronic MK-801 administration. An RNA-seq test was performed to examine the differentially expressed genes (DEGs) in the rat prefrontal cortex (PFC). The mRNA levels of miR-25-3p, SIK1, and TWIST in the PFC and caudate putamen (CPu) were assessed by qRT-PCR. Phosphorylation of the SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β pathways in the two brain regions was examined by Western blots. The RNA-seq data revealed down-regulated miR-25-3p expression and up-regulated SIK1 and TWIST1 mRNA expression induced by MK-801. Additionally, SIK1 and TWIST1 were shown to be possible downstream responders of miR-25-3p in previous studies. qRT-PCR confirmed the changes of miR-25-3p, SIK1, and TWIST1 induced by MK-801 in both brain regions, which, however, was reversed by risperidone. Furthermore, the phosphorylation of the SIK1/CRTC2/CREB1 pathway was repressed by MK-801, whereas the phosphorylation of the TWIST1/PI3K/Akt/GSK3β pathway was increased by MK-801 in either of the two brain regions. Moreover, the altered phosphorylation of these two signaling pathways induced by MK-801 can be restored by risperidone. In conclusion, this study suggests that altered SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways mediated by miR-25-3p is very likely to be associated with schizophrenia, revealing potential targets for the treatment and clinical diagnosis of schizophrenia.

## 1. Introduction

Schizophrenia is a group of common, serious mental disorders, affecting approximate 1% general population and largely increasing patients’ individual and social burdens (McCutcheon et al., 2020). However, the exact pathophysiological mechanism of schizophrenia remained to be elucidated. To date, limited cellular signaling pathways have been reported to be related to schizophrenia. Thus, discovering and investigating new cellular signaling pathways will be of vital importance for developing novel treatment and drugs of schizophrenia.

MicroRNAs are short (20–24 nt) non-coding RNAs that influence the stability and translation of mRNAs and regulate post-transcriptional gene expression, and the dysfunction of microRNAs has been reported to be associated with a wide range of diseases. Previous studies showed that miR-25 is involved in the pathogenesis of various diseases, such as acute myocardial infarction, left ventricular hypertrophy, heart failure, diabetes mellitus, diabetic nephropathy, tubulointerstitial nephropathy, and asthma bronchiale (Sárközy et al., 2018). Moreover, miR-25 was found to play a critical role in the pathogenesis of a range of neuropsychiatric diseases, including epilepsy (Li et al., 2020), Parkinson’s disease (Chen et al., 2020), cerebral ischemia (Guo et al., 2014; Zhang et al., 2016; Zhou and Qiao, 2022), multiple sclerosis (Nuzziello et al., 2018), panic disorder (Min et al., 2019), alexithymia (Van der Auwera et al., 2022), and tic disorders (Wang et al., 2022). It was also reported that sarco(endo)plasmic reticulum Ca(2+) ATPase (SERCA2), a downstream target of miR-25, was elevated in the brains of patients with schizophrenia (Earls et al., 2012), suggesting a potential connection between miR-25 and schizophrenia. In the present study, such connection was further assessed.

MiR-25 is the regulator of many signaling pathways. A previous study indicates that salt-inducible kinase 1 (SIK1) can be directly bound and regulated by miR-25-3p in hepatocellular carcinoma (Fu et al., 2022). The SIK family, consisting of three members–SIK1, SIK2, and SIK3, closely resembles the AMP-activated protein kinase (AMPK) and other AMPK-related kinases (Darling and Cohen, 2021). They are required to be phosphorylated by liver kinase B1 (LKB1) to be catalytically active (Lizcano et al., 2004) and can regulate macrophage function in the immune system, cytokines secretion from mast cells, bone development and remodeling, tumorigenesis, circadian rhythms and sleep, melanin production in the skin, and metabolism (Darling and Cohen, 2021). In particular, SIK1 and SIK2 were found to be associated with neuropsychiatric disorders, such as epilepsy and depression, and inhibition of SIKs was shown to be an effective measure to treat these neuropsychiatric disorders (Hansen et al., 2015; Pröschel et al., 2017; Liu et al., 2020). However, whether normalizing SIKs is a therapeutic measure for schizophrenia has not been reported.

The phosphorylation and activation of SIKs requires LKB1 and phosphorylated SIKs repress the transcription factor cAMP-response element binding protein (CREB) by phosphorylating CREB-regulated transcriptional co-activators (CRTCs) (Darling and Cohen, 2021). Additionally, it has been well documented that a reduced CREB1 activity is highly connected with the pathophysiology of schizophrenia (Wang et al., 2018). Since it was previously reported that CRTC1 is expressed almost exclusively in the hypothalamus and CRTC3 is expressed in adipose tissue (Altarejos and Montminy, 2011), the SIK1/CRTC2/CREB1 signaling pathway was selected and its involvement in the pathophysiology of schizophrenia was investigated in this study.

A previous study revealed that Twist Family bHLH (basic helix-loop-helix) Transcription Factor 1 (TWIST1) is a direct downstream responder of miR-25-3p (Yu et al., 2021). TWIST1 is a bHLH domain-containing transcription factor, playing an essential role in morphogenesis and organogenesis, such as mesodermal formation, neurogenesis, myogenesis, and neural crest cell migration and differentiation (Qin et al., 2012). TWIST1 expression was found in several cancers and promoted cancer cell invasion and metastasis (Qin et al., 2012). In addition, in the central nervous system (CNS), TWIST1 was shown to be expressed in embryonic and fetal human brain neurons (Elias et al., 2005), indicating that its dysfunction might be associated with neuropsychiatric diseases. For example, a previous study reported that the expression of TWIST1 was positively correlated with depressive behaviors in humans and mice; more specifically, elevated TWIST1 expression induced by chronic stress was found in the mice medial prefrontal cortex, hippocampus, striatum, etc. (He et al., 2021). Due to the close relationship between TWIST1 and neurodevelopment, it is worth investigating whether TWIST1 is involved in the pathogenesis of schizophrenia which is a neurodevelopmental mental disorder.

Previous studies indicated that TWIST1 expression can induce Akt signaling through either causing Akt phosphorylation (Li and Zhou, 2011; Roberts et al., 2016) or altering its protein and mRNA expression (Cheng et al., 2007). Additionally, LY294002, a PI3K inhibitor, was able to inhibit the Akt activation induced by TWIST1 (Roberts et al., 2016). Furthermore, altered Akt/GSK3β signaling was widely reported to be associated with schizophrenia (Emamian, 2012); and, it was pointed out that GSK3β can be phosphorylated at Ser9 by TWIST1 through the activation of the PI3K/Akt (Ser473) signaling (Li and Zhou, 2011). Therefore, the present study further explored whether the TWIST1/Akt/PI3K/GSK3β signaling pathway is abnormally modulated in schizophrenia.

Overall, this study investigated the role of miR-25-3p in schizophrenia by using bioinformatic methods and a sub-chronic pharmacological rat model of schizophrenia. In addition, two possible downstream pathways of miR-25-3p, including the SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways, were examined with the schizophrenic rat model to explore their potential associations with schizophrenia.

## 2. Materials and methods

### 2.1. Animals

Male Sprague-Dawley (SD) rats (aging 21 days and weighing 60 ± 5 g) were purchased from the Chang Cavens Laboratory Animals Co., Ltd. (Changzhou, Jiangsu, China). Each rat was placed in a single cage with food and water *ad libitum*. After 7-day habituation in a controlled environment (22 ± 1°C; light cycle from 07:00 a.m. to 07:00 p.m.), the rats were randomly assigned into three groups (*n* = 6 per group). The drug administration was performed as described previously (Pan et al., 2022a,b, 2023). The experimental procedures of the present study were approved by the Animal Ethics Committee of Yangzhou University Medical College (Ethics No.: YXYLL-2020-53).

### 2.2. Drug administration regimen

MK-801 is a non-competitive N-methyl-D-aspartic acid receptor (NMDAR) antagonist and the NMDAR hypofunction models employing MK-801 are commonly-used schizophrenic animal models (Ang et al., 2021). The drug administration initiated after 1-week habituation. Briefly, the MK-801 and risperidone groups received daily intraperitoneal injections of MK-801 (#M107, Sigma-Aldrich, St. Louis, MO, USA) at a dose of 0.2 mg/kg between 10:00 a.m. and 10:30 a.m. for 2 weeks, and the control group were intraperitoneally injected saline (0.9%) for comparison. Our previous study showed that this MK-801 administration method successfully induced schizophrenia-like symptoms in SD rats (Pan et al., 2022b). After the 2-week MK-801 administration, the risperidone group were orally administrated with risperidone (0.3 mg/kg, Xian Janssen Pharmaceutical Ltd., Xi’an, Shaanxi, China) three times a day (07:00 a.m., 3:00 p.m., and 11:00 p.m.) for 2 weeks. As previously described (Pan et al., 2022a,b, 2023), risperidone tablets were first ground, and then the drug powder was mixed with cookie dough pellets and orally delivered to animals. The other two groups were administrated with equivalent cookie dough pellets without risperidone. Two hours after the last oral administration, all rats were sacrificed and the whole brains were removed and then quickly frozen and stored under −80°C for future use.

### 2.3. Brain sample dissection

Prefrontal cortex (PFC) and caudate putamen (CPu) are the brain regions that were found to be closely related to schizophrenia (Buchsbaum et al., 2003; Manoach, 2003). In this study, the PFC and CPu samples were collected using frozen microdissection, as described previously (Pan et al., 2018, 2022a,b; Pan and Deng, 2019). Briefly, PFC slides through the forebrain (Bregma 4.68 to 2.76 mm) and CPu slides through the striatum (Bregma 2.28 to 0.96 mm) were dissected using a cryostat (#CM1860, Leica Biosystems, Nussloch, Germany) (Paxinos and Watson, 2007). Then, tissue punches (Φ1 mm for PFC and Φ3 mm for CPu) were used to collect tissue samples bilaterally from the PFC and CPu slides, respectively.

### 2.4. RNA sequencing

Two groups of male SD rats (*n* = 5 per group) were received either MK-801 (0.2 mg/kg) or saline (0.9%) intraperitoneal injections for 2 weeks, as described in the previous Section “2.3 Brain sample dissection.” PFC tissue samples were collected freshly when sacrificing the rats and then quickly frozen and stored under −80°C for RNA sequencing.

The RNA-seq test was performed by Novogene (Beijing, China). Briefly, the RNA-seq library for sequencing was prepared by Novogene following the standard Illumina protocols. Reads were aligned to the genome using HISAT2 (Version 2.2.1) and SAMtools (Version 1.15.1) with referencing the gene annotation file from Ensembl (Release 105) (Li et al., 2009; Kim et al., 2019). FeatureCounts (Subread package Version 2.0.1) was employed to count the reads and then to create the expression matrix (Liao et al., 2014). Differentially-expressed genes (DEGs) were determined by using DESeq2 (Version 1.36.0) with *P*-value < 0.05 and | logFC| ≥ 1 as the selection criteria. Functional enrichment for Gene Ontology (GO) were performed and visualized using online tools in http://www.bioinformatics.com.cn. Heatmap, volcano plot, and Venn diagram in the present study were created using pheatmap (Version 1.0.12), ggplot2 (Version 3.3.6), and VennDiagram (Version 1.7.3) in R, respectively.

### 2.5. RNA extraction and quantitative real-time PCR

The methods of RNA extraction and quantitative real-time PCR (qRT-PCR) were described previously (Pan et al., 2022a,b). Briefly, total RNA and microRNA was extracted from rat brain tissues using RNeasy Mini Kit (#74106, Qiagen, Germantown, MD, USA) and PureLink miRNA Isolation Kit (#K157001, ThermoFisher Scientific), respectively, following the manufacturers’ instructions. Then, the extracted total RNA and microRNA was reversely transcribed using PrimeScript™ RT Master Mix (#RR036A, TaKaRa, Shiga, Japan) and Mir-XTM miRNA First-Strand Synthesis Kit (#638315, TaKaRa), respectively. A LightCycler^®^ 96 System (Roche Molecular Systems, Mannheim, Germany) with TB Green^®^ Premix EX Taq™ II (#RR820A, TaKaRa) was employed to carry out qRT-PCR experiments. U6 was served as an internal control. The parameters of qRT-PCR are as follows: preincubation 95°C for 30 s, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s.

Sequences of the primers are listed as follows:

*miRNA-25-3p*, forward primer: 5′-CATTGCACTTGTCTCG GTCTGA-3′, reverse primer: 5′-CCGAGGTATAGATGATGTAC TA-3′

*SIK1*, forward primer: 5′- GCATACACTGGCTGAAGTTTCCAC-3′, reverse primer: 5′-CAGGACCTTCGCTTGCAGA-3′

*TWIST1*, forward primer: 5′- TGCAGACACAGCGGGTCAT-3′, reverse primer: 5′-GGTCTGAATCTTGCTCAGCTTGT-3′

*U6* (internal control), forward Primer 5′-GGAACGATACAGAG AAGATTAGC-3′, reverse primer: 5′-TGGAACGCTTCACGAA TTTGCG-3′

### 2.6. Western blots

Western blots were performed as previously described (Pan et al., 2018, 2022a; Pan and Deng, 2019). Briefly, the brain samples were homogenized in a NP-40 homogenizing buffer (#P0013F, Beyotime) containing Protease Inhibitor Cocktail (#P8340, Sigma-Aldrich, St. Louis, MO, USA). Loading samples containing 15 μg of total protein were loaded into a 12% SDS-PAGE gel, followed by transferring proteins from the gel to a polyvinylidene difluoride (PVDF) membrane. The PVDF membrane with proteins on it was blocked by 5% skim milk for 2 h at room temperature. Then, the prepared membrane was incubated with a primary antibody overnight at 4°C and a secondary antibody for 2 h at room temperature on the next day. The immunoreactive signals were obtained by the ChemiDoc XRS + System (Bio-Rad, Hercules, CA, USA) and quantified by ImageLab™ Software (Bio-Rad, Version 6.1). The data were obtained by normalizing with their corresponding β-actin or GAPDH levels and then transferring by taking the value of the control group as 100%. The images of the full membranes of the signal bands demonstrated in this study are shown in the Supplementary Figures 1–4.

The primary antibodies used in this study are listed as follows: anti-SIK1 (1:1000; #K009180P, Solarbio, Beijing, China), anti-Phospho-SIK1 (Thr182) (1:1000; #abs140018, Absin, Shanghai, China), anti-TWIST1 (1:1000; #K009993P, Solarbio), anti-Akt (pan) (C67E7) (1:2000; #4691, Cell Signaling, Danvers, MA, USA), anti-Phospho-Akt (Ser473) (1:2000; #4060, Cell Signaling), anti-PI3 Kinase p85 (1:2000; #4292, Cell Signaling), anti-Phospho-PI3-kinase p85-alpha (Tyr607) (1:1000; #abs130868, Absin), anti-GSK3β (1:1000; #abs158138, Absin), anti-Phospho-GSK3β (Ser9) (1:1000, #abs130628, Absin), anti-LKB1 (1:1000, #abs147256, Absin), anti-CREB1 (1:2000; #12208-1-AP, Proteintech, Rosemont, IL, USA), anti-Phospho-CREB1 (Ser133) (1:1000; #abs154911, Absin), anti-CRTC2 (1:1000; #abs131124, Absin), and anti-Phospho-CRTC2 (Ser171) (1:1000; #abs140157, Absin). Mouse anti-actin polyclonal antibody (1:10000; #3700, Cell Signaling) and mouse GAPDH monoclonal antibody (1:50000; #60004-1-lg, Proteintech) were used to determine β-actin and GAPDH levels, respectively. The secondary antibodies used in this study include HRP-linked anti-mouse IgG antibody (1:2000; #7076, Cell Signaling) and HRP-linked anti-rabbit IgG antibody (1:2000; #7074, Cell Signaling).

### 2.7. Statistics

The RNA-seq data were analyzed as described in the previous Section “2.6 Western blots.” The data of the qRT-PCR and Western blots experiments were analyzed and visualized using Prism GraphPad (Version 9.4.1) (GraphPad Software, San Diego, CA, USA). Data normal distribution was determined using histograms and Kolmogorov–Smirnov *Z*-tests. One-way analysis of variance (ANOVA) analysis was performed if the data were normally distributed, followed by performing *post-hoc* Dunnett’s *t-*tests to compare each group with their corresponding model (MK-801) groups. Statistical significance was considered when *P-*value was less than 0.05. All experiments were performed in triplicate to ensure consistency.

## 3. Results

### 3.1. MiR-25-3p was down-regulated in the schizophrenic rat brain, accompanied with up-regulated mRNA expression of SIK1 and TWIST1

The RNA-seq analysis of the rat PFC samples (GSE220510) revealed 129 DEGs, including 50 down-regulated and 79 up-regulated DEGs (Figures 1A, B). In addition, GO enrichment analysis showed that enriched GO terms mainly include regulation of cell maturation, regulation of synaptic plasticity, long-term synaptic potentiation, transcription regulator complex, phosphatidylserine binding, neuropeptide hormone activity, RNA polymerase II activating transcription factor binding, DNA-binding transcription factor binding, and so forth (Figure 1C and Supplementary Table 1). 

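PFC RNA was sequenced from 10 male SD rats, 5 of the control group and 5 that had received MK-801, a non-competitive blocker of the NMDA receptor, at 0.2 mg/kg for 2 weeks. Each rat gave 1 library. The authors aligned the reads with HISAT2, counted them on the genes of the Ensembl annotation with featureCounts, and deposited the count of each gene in each rat without normalization. The table lists 30560 genes by Ensembl identifier, of which 6646 had no count in any rat. The files do not pair these identifiers with gene names, so genes are given by identifier. The total count per rat ranged from 24348037 to 29375092 in the control group, with a median of 28276953, and from 24334589 to 30824539 in the MK-801 group, with a median of 26865147. The 10 most abundant genes took 8.20% ± 1.78 (SD, n = 5) of the counts in the control group and 6.57% ± 0.559 (SD, n = 5) in the MK-801 group. With 5 rats per group, this difference was neither established nor excluded (two-sided exact permutation test, p = 0.0714). In all 45 pairs of rats, within and between the groups, the libraries differed by more than the sampling noise of the counts, with a chi-square per degree of freedom of 8.76 or more, so that none of them was a duplicate of another. For the comparison of the groups, low counts were removed with edgeR's filterByExpr, which left 16137 genes, the libraries were scaled by the TMM method, and each gene was tested with edgeR's quasi-likelihood test. Fold changes are those of the MK-801 group against the control group. The filter on low counts, the scaling and the test are among the choices that could change the number of DEGs.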

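The methods give a p-value under 0.05 and an absolute log2 fold change of at least 1 as selection criteria. They do not say whether the p-value was adjusted, and it was taken here as unadjusted. By these criteria, edgeR's quasi-likelihood test called 37 of the 16137 genes, 27 of them up-regulated and 10 down-regulated in the MK-801 group. A further 2198 genes had an unadjusted p-value under 0.05 with a smaller fold change, so that 2235 genes passed the p-value alone. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.219. The same criteria in DESeq2, which tested the 23914 genes with at least 1 count, called 115 genes, 55 up-regulated and 60 down-regulated, and 34 of these were among the 37. Of the 115 genes, 71 had a mean under 10 counts per rat, and 49 of these 71 were down-regulated. With an adjusted p-value under 0.05 in place of the unadjusted one, DESeq2 called 106 genes, of which 8 also had an absolute log2 fold change of at least 1, and all 8 were up-regulated. The count moved most when edgeR's test was run without a filter on low counts, where 337 genes met the criteria of the methods. It also rose whichever rat was left out, to between 39 and 64 genes, so the rise is not particular to single rats. Without MK-801 replicate 1, 58 genes met these criteria and 12 had an adjusted p-value under 0.05. Without MK-801 replicate 5, 64 genes met them and 0 had such an adjusted p-value. With each rat left out in turn, the up-regulated genes numbered between 20 and 39 and the down-regulated ones between 9 and 25, the balance being closest without MK-801 replicate 3, at 20 and 19.

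**Figure D1:**
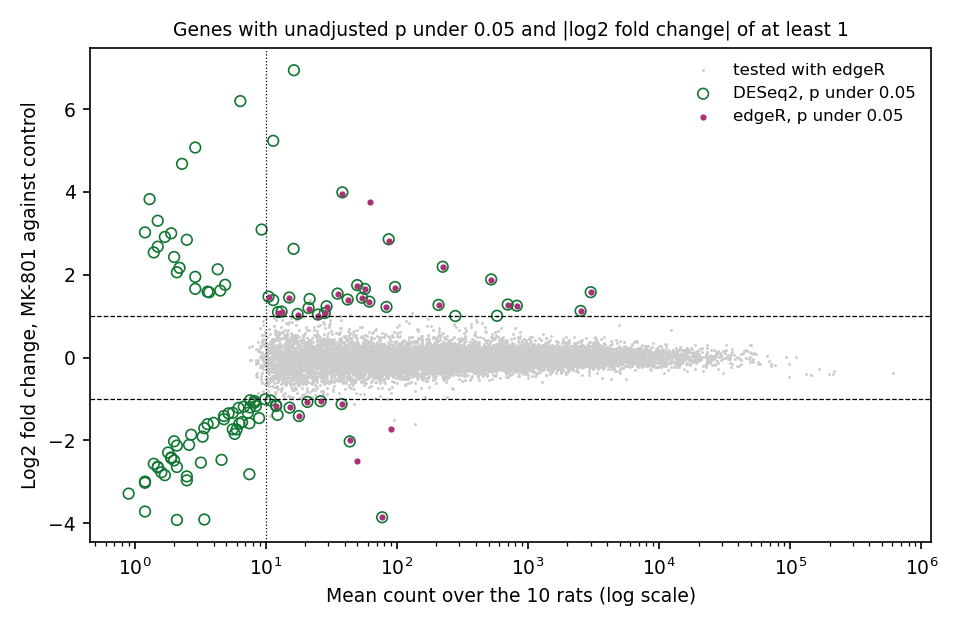
Log2 fold change of the MK-801 group against the control group, plotted against the mean count per gene over the 10 rats on a log scale. Grey points are the 16137 genes tested with edgeR, filled points the 37 genes and open circles the 115 genes that met the criteria of the methods in edgeR and in DESeq2; dashed lines mark log2 fold changes of -1 and 1, and 71 of the open circles lie left of the dotted line at a mean of 10 counts.

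The genes named next are those with the smallest p-value in each direction among the 37, and were chosen after their values were seen. ENSRNOG00000063754 reached 1.49 ± 0.243 CPM, counts scaled to a common library size (SD, n = 5), in the MK-801 group and 0.627 ± 0.219 (SD, n = 5) in the control group, a log2 fold change of 1.23 (standard error 0.24, adjusted p = 0.268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every MK-801 rat lay above every control rat (two-sided exact permutation test, p = 0.00794, the smallest that 5 rats against 5 allow). In DESeq2 its adjusted p was 0.00962, and over all alternatives the adjusted p ranged from 0.00296 to 0.908. With the share of counts of the 10 most abundant genes as a covariate, a setting chosen after seeing the data, its log2 fold change was 0.91 and no longer met the fold change criterion. ENSRNOG00000008015 had 30.6 ± 14.1 CPM (SD, n = 5) in the MK-801 group and 8.28 ± 2.95 (SD, n = 5) in the control group, a log2 fold change of 1.88 (two-sided exact permutation test, p = 0.0317). Its adjusted p in DESeq2 was 0.0166, and ranged from 0.00220 to 0.908 over the alternatives. MK-801 replicate 1, at 6.99 CPM, lay within the range of the control rats, whereas the other MK-801 rats lay between 28.3 and 41.1. Control replicate 5 had 13.6 CPM, and the other control rats had between 6.81 and 7.20. Among the down-regulated genes, ENSRNOG00000065219 had a log2 fold change of -3.86 that rested on 2 control rats, replicates 1 and 3, with 11.7 and 12.8 CPM, since the other control rats had between 0.163 and 0.431 and the MK-801 rats between 0.262 and 0.481. Its groups were not distinguishable at this spread between rats (two-sided exact permutation test, p = 0.310), and with limma-voom the gene did not meet the criteria of the methods. ENSRNOG00000033346 had a log2 fold change of -1.12, with 0.870 ± 0.359 CPM (SD, n = 5) in the MK-801 group and 1.91 ± 0.799 (SD, n = 5) in the control group (two-sided exact permutation test, p = 0.0397). With each rat left out in turn, this log2 fold change ranged from -1.33 to -0.90, and the gene no longer met the fold change criterion without control replicate 2 or without MK-801 replicate 4.

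**Figure D2:**
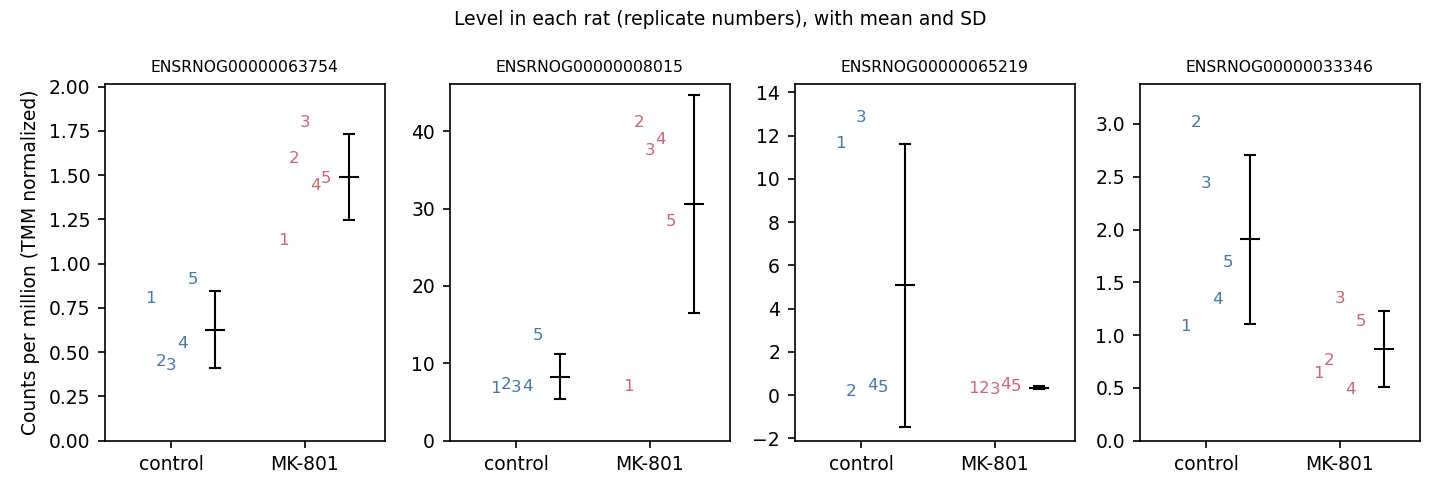
CPM of the 4 genes in each rat, with the digits giving the replicate number and the bars the mean and SD of each group. In the panel of ENSRNOG00000008015, MK-801 replicate 1 sits at 6.99 beside the control rats, and in the panel of ENSRNOG00000065219 control replicates 1 and 3 sit apart from all other rats.

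From the genes past its criteria, the paper states the number of DEGs and their direction, and takes them to the GO analysis and to the comparison with predicted targets of miR-25-3p.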

By searching with the online database TargetScanHuman (Release 8.0) and miRDB (Version 6.0), 1,041 and 919 potential targets of has-miR-25-3p were found, respectively. The Venn diagram showed that there are four genes (*SIK1, TWIST1, BTG2, and EGR2*) that were altered in the schizophrenic model rat PFC and also are potential targets of miR-25 (Figure 1D), among which SIK1 and TWIST1 are of our particular interests, since there is no previous study reporting their associations with schizophrenia.

**FIGURE 1:**
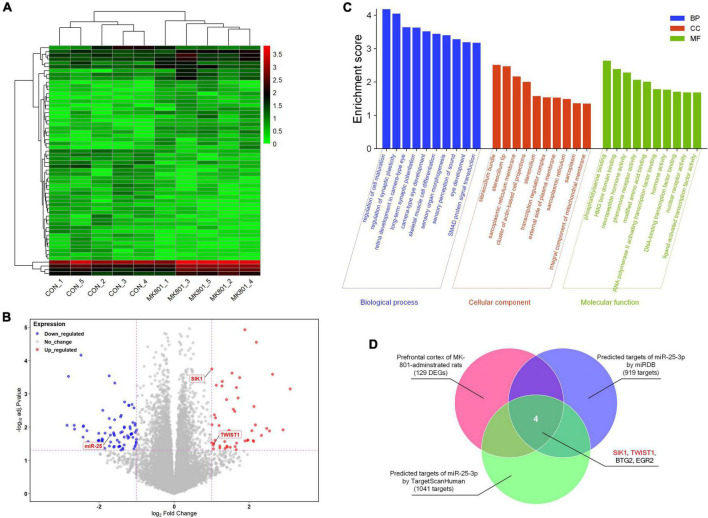
RNA-seq analysis of the differentially-expressed genes in the prefrontal cortex. **(A)** Heatmap of the differentially-expressed genes. **(B)** Volcano plot of the differentially-expressed genes. **(C)** Gene Ontology (GO) enrichment analysis of the differentially-expressed genes. **(D)** Venn diagram of the genes that might be associated with schizophrenia and also are potential targets of miR-25-3p.

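The heatmap in Figure 1A shows the DEGs, which were selected for a difference between the groups. Over all genes tested, the mean Euclidean distance of log2 CPM was 54.1 between rats of different groups and 52.7 between rats of the same group (one-sided exact permutation test over all splits of the rats into 5 and 5, p = 0.119). Without control replicate 5, the same exact permutation test gave p = 0.0397, and with any other rat left out it stayed above 0.05. By Spearman correlation over all genes tested, 6 of the 10 rats were closest to a rat of their own group. Control replicate 1 and MK-801 replicate 1 were closest to each other, as were control replicate 5 and MK-801 replicate 5. The first principal component held 21.4% of the variance and the second 16.1%, and the groups overlapped on the first (two-sided exact permutation test, p = 0.151). On the second, the control rats lay between -16.9 and 3.04 and MK-801 replicates 1 to 4 between 5.73 and 33.7, whereas MK-801 replicate 5 lay among the control rats at -14.4 (two-sided exact permutation test, p = 0.0794).

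**Figure D3:**
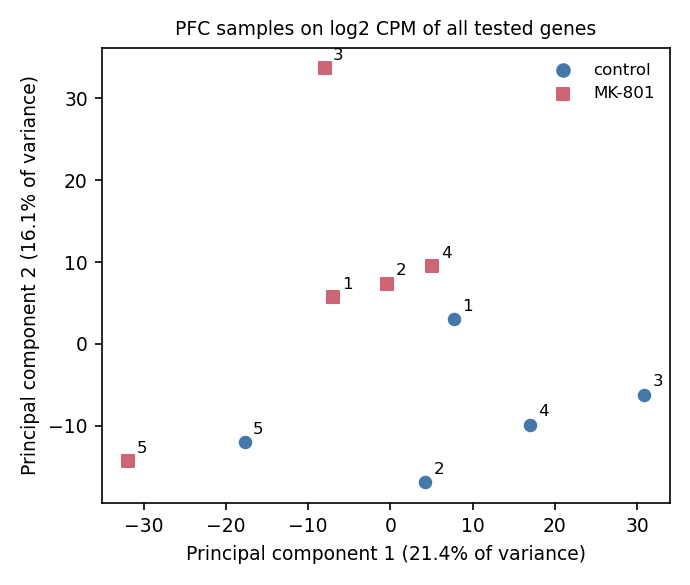
Position of the 10 rats on the first 2 principal components of log2 CPM over all genes tested, with circles for the control group, squares for the MK-801 group and digits for the replicate number. Control replicate 5 lies next to MK-801 replicate 5, away from the other control rats.

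Of the 37 genes that met the criteria of the methods in edgeR, 3 had no overlap between the groups in edgeR's log2 CPM. Over all genes tested, 372 had none, or 2.31%, and 177 of these were higher and 195 lower in the MK-801 group. Chance gives 0.794% on average over all groupings of 5 rats against 5. Because many genes vary together between rats, a single grouping can lie far from this average. Other groupings were not compared for this share, so the excess is no evidence of a difference between the groups.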

The mRNA expression of miR-25-3p, SIK1, and TWIST1 in the PFC and caudate putamen (CPu) was detected by qRT-PCR. The results showed that the repeated MK-801 administration significantly reduced the mRNA expression of miR-25-3p in both of the PFC (ANOVA: *F*_2,15_ = 12.4, *P* < 0.001; *post-hoc*: −24.0%, *P* < 0.05 vs. MK-801 group) and CPu (ANOVA: *F*_2,15_ = 12.4, *P* < 0.001; *post-hoc*: –16.3%, *P* < 0.05 vs. MK-801 group) (Figure 2A). However, risperidone eliminated these inhibitory effects of MK-801 (both *P* < 0.05 vs. MK-801 group) (Figure 2A). Additionally, the MK-801 administration elevated the mRNA expression of SIK1 in the PFC, but not achieving significance (ANOVA: *F*_2,15_ = 7.14, *P* < 0.01; *post-hoc*: +55.7%, *P* = 0.11 vs. MK-801 group); on the other hand, the inhibitory effect of MK-801 on SIK1 in the CPu was statistically significant (ANOVA: *F*_2,15_ = 4.804, *P* < 0.05; *post-hoc*: +53.67%, *P* < 0.05 vs. MK-801 group) (Figure 2B). Furthermore, the mRNA levels of TWIST1 of the MK-801 group were significantly higher than those of the control group in both of the PFC (ANOVA: *F*_2,15_ = 8.34, *P* < 0.01; *post-hoc*: +38.7%, *P* < 0.01 vs. MK-801 group) and CPu (ANOVA: *F*_2,15_ = 15.82, *P* < 0.001; *post-hoc*: + 37.19%, *P* < 0.001 vs. MK-801 group) (Figure 2C). It needs to be mentioned that the altered mRNA levels of both SIK1 and TWIST1 in the two brain regions could be restored by risperidone to near normal levels (in the PFC: *P* < 0.05 vs. MK-801 group; in the CPu: *P* < 0.01 vs. MK-801 group) (Figures 2B, C).

**FIGURE 2:**
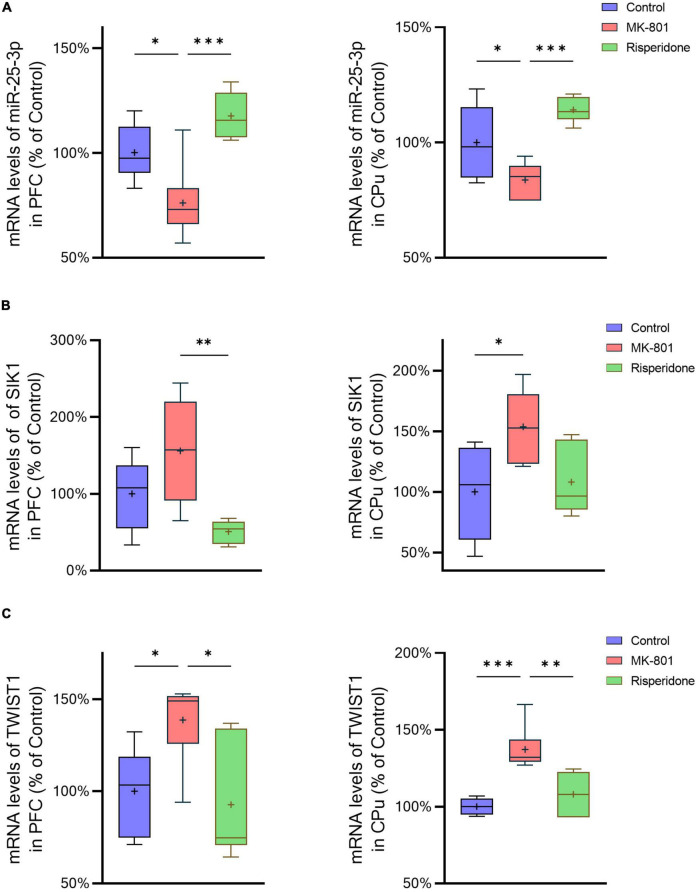
Altered mRNA expression of miR-25-3p, SIK1, and TWIST1 induced by the repeated MK-801 administration in the prefrontal cortex and caudate putamen. **(A)** The mRNA expression of miR-25-3p was decreased in the model rat prefrontal cortex (PFC) and caudate putamen (CPu), which was restored by risperidone. **(B)** The SIK1 mRNA expression were up-regulated in the model rat PFC and CPu; risperidone also reversed these alterations. **(C)** The TWIST1 mRNA expression was inhibited in the model rat PFC and CPu, which can be reversed to near normal levels by risperidone. *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, + mean value.

### 3.1. The SIK1/CRTC2/CREB1 signaling is repressed in the schizophrenic rat brain

The total protein and phosphorylation levels of SIK1, CRTC2, and CREB1 as well as the LKB1 total protein expression in the rat PFC and CPu were examined by Western blots. Compared with the control group, the MK-801 administration significantly elevated the total protein expression of SIK1 in the PFC (ANOVA: *F*_2,15_ = 10.2, *P* < 0.01; *post-hoc*: +34.4%, *P* < 0.01 vs. MK-801 group); although the phosphorylation levels of SIK1 did not differ significantly among the three groups, the ratio of p-SIK1/SIK1 was decreased in the MK-801 group (ANOVA: *F*_2,15_ = 9.755, *P* < 0.01; *post-hoc*: −27.59%, *P* < 0.01 vs. MK-801 group) (Figure 3A). Similarly, risperidone exerted inverse effects which eliminated the influences of MK-801 on the SIK1 phosphorylation in the PFC (all *P* > 0.05 vs. MK-801 group) (Figure 3A). In the CPu, MK-801 significantly increased both of the total protein expression (ANOVA: *F*_2,15_ = 12.3, *P* < 0.001; *post-hoc*: +32.0%, *P* < 0.001 vs. MK-801 group) and phosphorylation levels of SIK1 (ANOVA: *F*_2,15_ = 10.3, *P* < 0.01; *post-hoc*: +25.7%, *P* < 0.01 vs. MK-801 group); however, no significant difference in the ratio of p-SIK1/SIK1 was found in this brain area (ANOVA: *F*_2,15_ = 0.696, *P* > 0.05) (Figure 4A).

**FIGURE 3:**
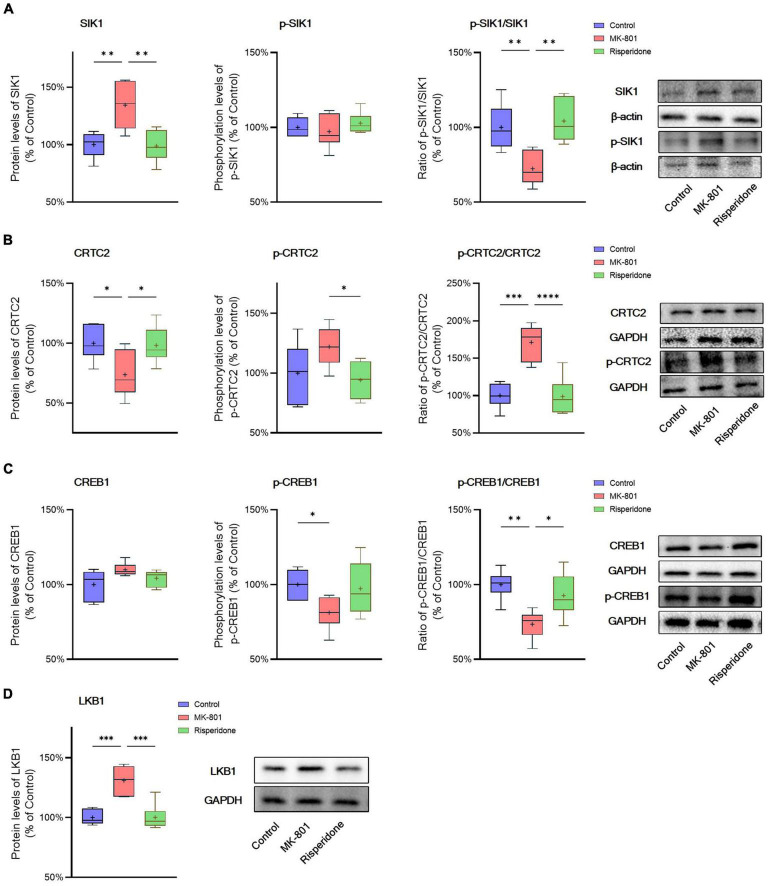
Altered SIK1/CRTC2/CREB1 signaling induced by the repeated MK-801 administration in the prefrontal cortex. **(A)** The SIK1 phosphorylation was repressed by the MK-801 administration. **(B)** The CRTC2 phosphorylation in the model rat prefrontal cortex (PFC) was elevated, and reduced to near normal levels by risperidone. **(C)** The CREB1 phosphorylation CREB1 in the model rat PFC was down-regulated, but restored by risperidone. **(D)** The LKB1 protein expression was up-regulated by the MK-801 administration, but reversely regulated by risperidone. *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001, + mean value.

**FIGURE 4:**
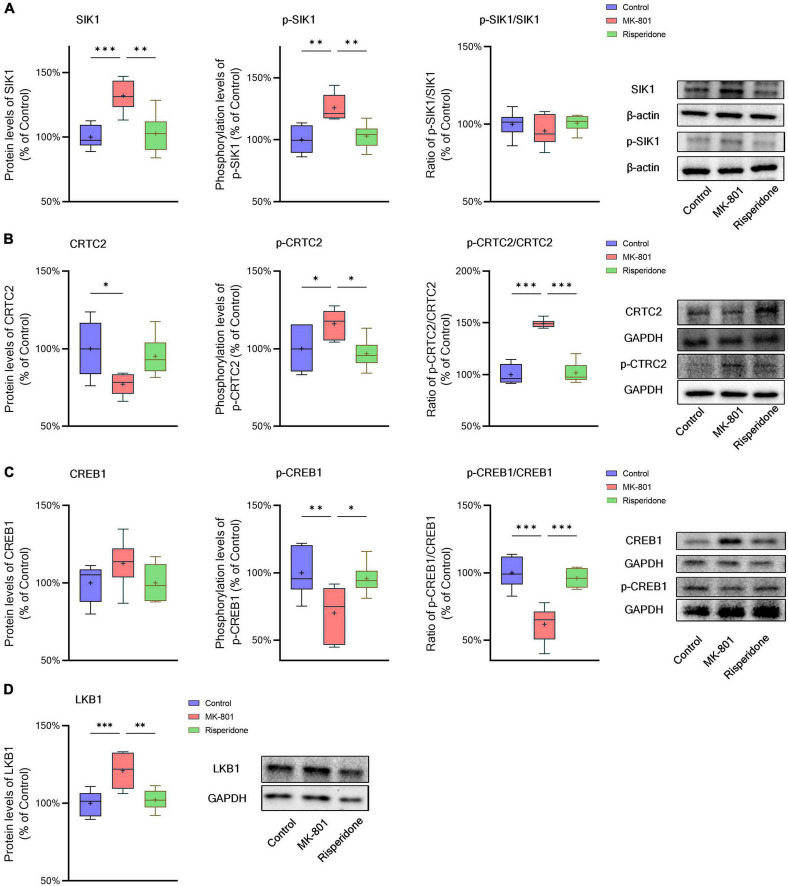
Altered SIK1/CRTC2/CREB1 signaling induced by the repeated MK-801 administration in the caudate putamen. **(A)** The protein expression and phosphorylation levels of SIK1 were altered by MK-801, but the ratio of p-SIK1/SIK1 did not change. **(B)** The phosphorylation of CRTC2 in the model rat caudate putamen (CPu) was up-regulated by MK-801, but reversed by risperidone. **(C)** The phosphorylation of CREB1 in the model rat CPu was inhibited, which was restored by risperidone. **(D)** The protein expression of LKB1 was increased by MK-801, which was also eliminated by risperidone. *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, + mean value.

Furthermore, in the PFC, the repeated MK-801 administration significantly down-regulated the CRTC2 protein expression (ANOVA: *F*_2,15_ = 4.752, *P* < 0.05; *post-hoc*: −26.21%, *P* < 0.05 vs. MK-801 group). Although the phosphorylation levels of CRTC2 were not significantly altered by MK-801 (ANOVA: *F*_2,15_ = 3.402, *P* > 0.05), the ratio of p-CRTC2/CRTC2 of the model group was still higher than that of the control group (ANOVA: *F*_2,15_ = 21.0, *P* < 0.0001; *post-hoc*: +71.1%, *P* < 0.001 vs. MK-801 group), but reversed to near normal levels by risperidone (*P* < 0.0001 vs. MK-801 group) (Figure 3B). In the CPu, the CRTC2 protein expression was significantly repressed by MK-801 (ANOVA: *F*_2,15_ = 5.09, *P* < 0.05; *post-hoc*: −22.9%, *P* < 0.05 vs. MK-801 group); however, the phosphorylation levels of CRTC2 (ANOVA: *F*_2,15_ = 5.01, *P* < 0.05; *post-hoc*: +16.0%, *P* < 0.05 vs. MK-801 group) and the ratio of p-CRTC2/CRTC2 (ANOVA: *F*_2,15_ = 67.4, *P* < 0.001; *post-hoc*: +49.3%, *P* < 0.001 vs. MK-801 group) were significantly elevated in the model rat CPu; similarly, these MK-801-induced changes in the CRTC2 phosphorylation could be restored by risperidone (p-CRTC2: *P* < 0.05 vs. MK-801 group; ratio of p-CRTC2/CRTC2: *P* < 0.001 vs. MK-801 group) (Figure 4B).

The total protein expression of CREB1 was not affected by MK-801 in both brain regions. However, the phosphorylation levels of CREB1 were significantly down-regulated in both of the PFC (ANOVA: *F*_2,15_ = 3.56, *P* < 0.05; *post-hoc*: −18.8%, *P* < 0.01 vs. MK-801 group) (Figure 3B) and CPu (ANOVA: *F*_2,15_ = 5.46, *P* < 0.05; *post-hoc*: −29.8%, *P* < 0.01 vs. MK-801 group) of the model group (Figure 4B). Similarly, the ratio of p-CREB1/CREB1 of the MK-801 group in these two brain areas was also significantly lower (PFC: ANOVA: *F*_2,15_ = 8.58, *P* < 0.01; *post-hoc*: −26.5%, *P* < 0.01 vs. MK-801 group. CPu: ANOVA: *F*_2,15_ = 22.3, *P* < 0.001; *post-hoc*: −38.2%, *P* < 0.001 vs. MK-801 group) (Figures 3C, 4C). Moreover, risperidone was able to reverse the down-regulated phosphorylation of CREB1 induced by the repeated MK-801 administration in both brain regions (all *P* < 0.05 or 0.01 vs. MK-801 group) (Figures 3B, C, 4B, C).

It was reported that SIK1 phosphorylation is dependent on LKB1 (Lizcano et al., 2004). Thus, the protein expression of LKB1 was examined in these two brain regions as well. In the PFC, the MK-801 administration significantly elevated the LKB1 expression (ANOVA: *F*_2,15_ = 19.14, *P* < 0.0001; *post-hoc*: + 30.89%, *P* < 0.001 vs. MK-801 group), which, however, was reversed by risperidone (*P* < 0.001 vs. MK-801 group) (Figure 3D); in the CPu, the LKB1 levels were also significantly increased in the model group (ANOVA: *F*_2,15_ = 10.4, *P* < 0.01; *post-hoc*: +21.0%, *P* < 0.001 vs. MK-801 group) and decreased to near normal levels by risperidone (*P* < 0.01 vs. MK-801 group) (Figure 4D).

### 3.3. TWIST1/PI3K/Akt/GSK3β signaling is inhibited in the schizophrenic rat brain

The protein expression of TWIST1 and phosphorylation of PI3K, Akt, and GSK3β in the rat PFC and CPu were assessed by Western blots. In comparison with the control group, the protein levels of TWIST1 were significantly increased in both of the PFC (ANOVA: *F*_2,15_ = 14.7, *P* < 0.01; *post-hoc*: +35.0%, *P* < 0.01 vs. MK-801 group) (Figure 5A) and CPu (ANOVA: *F*_2,15_ = 9.94, *P* < 0.01; *post-hoc*: +56.2%, *P* < 0.01 vs. MK-801 group) (Figure 6A), which, however, were reversed by risperidone (both *P* < 0.001 or 0.01 vs. MK-801 group) (Figures 5A, 6A).

**FIGURE 5:**
Changed TWIST1/PI3K/Akt/GSK3β signaling induced by the repeated MK-801 administration in the prefrontal cortex. **(A)** The protein expression of TWIST1 in the model rat prefrontal cortex (PFC) was inhibited, but returned to normal levels after administrating with risperidone. **(B)** The MK-801 administration reduced PI3K phosphorylation in the model rat PFC, which can also be reversed by risperidone. **(C)** The Akt activation in the model rat PFC was decreased, but up-regulated to near normal levels by risperidone. **(D)** The repeated MK-801 administration inhibited the GSK3β phosphorylation in the model rat PFC, but restored by risperidone. *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, + mean value.

**FIGURE 6:**
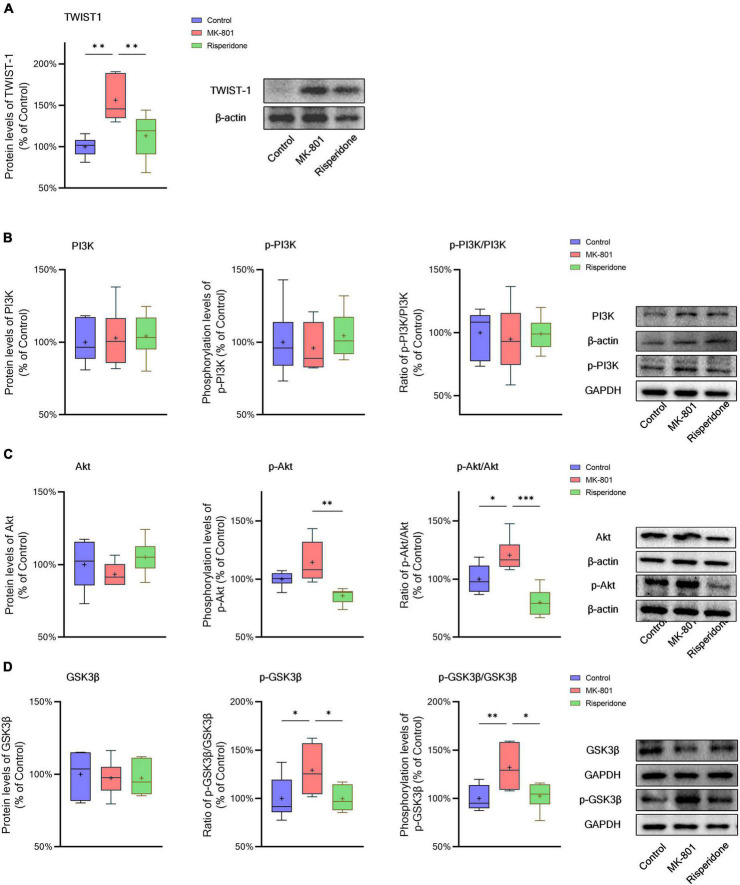
Changed TWIST1/PI3K/Akt/GSK3β signaling induced by the repeated MK-801 administration in the caudate putamen. **(A)** The protein levels of TWIST1 in the model rat caudate putamen (CPu) was reduced, but restored by risperidone. **(B)** The PI3K phosphorylation in the model rat CPu was not altered in the model rat CPu. **(C)** The phosphorylation of Akt in the model rat CPu was inhibited, but reversed by risperidone. **(D)** The GSK3β phosphorylation was repressed by the MK-801 administration, but reversely affected by risperidone. *P < 0.05, ^**^P < 0.01, ^***^P < 0.001, + mean value.

Additionally, without significantly changing the protein levels of PI3K, the MK-801 administration increased the PI3K phosphorylation levels (ANOVA: *F*_2,15_ = 7.09, *P* < 0.01; *post-hoc*: +28.3%, *P* < 0.01 vs. MK-801 group) and the ratio of p-PI3K/PI3K (ANOVA: *F*_2,15_ = 6.29, *P* < 0.05; *post-hoc*: +24.2%, *P* < 0.01 vs. MK-801 group) in the PFC (Figure 5B), both of which were restored by risperidone (both *P* < 0.05 vs. MK-801 group); in the CPu, neither the PI3K protein expression nor its phosphorylation levels were significantly affected by the MK-801 administration (all *P* > 0.05 vs. MK-801 group) (Figure 6B).

It was previously reported that repeated administration of MK-801 can induce the phosphorylation of Akt/GSK3β signaling in the rat PFC (Seo et al., 2007; Park et al., 2014; Jeon et al., 2017). In the present study, although the Akt protein expression did not differ among the three groups, MK-801 increased the phosphorylation levels of Akt (ANOVA: *F*_2,15_ = 6.48, *P* < 0.01; *post-hoc*: +39.1%, *P* < 0.01 vs. MK-801 group) as well as the ratio of p-Akt/Akt (ANOVA: *F*_2,15_ = 5.21, *P* < 0.05; *post-hoc*: +36.0%, *P* < 0.05 vs. MK-801 group) in the PFC (Figure 5C); in the CPu, without significantly altering the Akt phosphorylation levels (ANOVA: *F*_2,15_ = 9.47, *P* < 0.01; *post-hoc*: +14.5%, *P* = 0.08 vs. MK-801 group), the ratio of p-Akt/Akt of the MK-801 group was significantly increased (ANOVA: *F*_2,15_ = 15.2, *P* < 0.001; *post-hoc*: +20.6%, *P* < 0.05 vs. MK-801 group) (Figure 6C).

Furthermore, the alterations in the GSK3β phosphorylation of the two brain regions were as similar as those in Akt. Specifically, although the protein expression of GSK3β in the PFC was not significantly different from that of the model group, the phosphorylation levels of GSK3β (ANOVA: *F*_2,15_ = 10.00, *P* < 0.01; *post-hoc*: +31.45%, *P* < 0.01 vs. MK-801 group) and the ratio of p-GSK3β/GSK3β was both significantly increased by MK-801 (ANOVA: *F*_2,15_ = 5.60, *P* < 0.05; *post-hoc*: +26.0%, *P* < 0.05 vs. MK-801 group) (Figure 5D); in the CPu, the MK-801 administration significantly elevated both of the GSK3β phosphorylation levels (ANOVA: *F*_2,15_ = 6.64, *P* < 0.01; *post-hoc*: +32.1%, *P* < 0.01 vs. MK-801 group) and the ratio of p-GSK3β/GSK3β (ANOVA: *F*_2,15_ = 4.06, *P* < 0.05; *post-hoc*: +29.2%, *P* < 0.05 vs. MK-801 group), but not the total protein expression of GSK3β (Figure 6D). It should be also noted that risperidone was able to eliminate the inhibitory effects of MK-801 on the Akt/GSK3β signaling in both brain regions (all *P* < 0.05, 0.01, or 0.001 vs. MK-801 group) (Figures 5C, D, 6C, D).

## 4. Discussion

The present study found that the miR-25-3p-mediated SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways were altered in the brains of schizophrenic model rats. To the best of our knowledge, this is the first study that reveals a possible association between miR-25-3p and schizophrenia and potential involvements of the SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways in schizophrenia. Furthermore, the current study also showed that the altered SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways in the schizophrenic model rat brains could be restored by risperidone, suggesting that these signaling pathways are possible targets of antipsychotic treatment and potential diagnosis biomarkers of schizophrenia.

MiR-25 was reported to be involved in epilepsy, Parkinson’s disease, cerebral ischemia, multiple sclerosis, panic disorder, alexithymia, and tic disorders (Guo et al., 2014; Zhang et al., 2016; Nuzziello et al., 2018; Min et al., 2019; Van der Auwera et al., 2022; Wang et al., 2022; Zhou and Qiao, 2022). The present study demonstrated that miR-25 might also be associated with schizophrenia, further confirming the role of miR-25 in neuropsychiatric diseases and suggesting that miR-25-3p might be a potential therapeutic target or a diagnosis biomarker of schizophrenia. It was that miR-25-3p is closely related with oxidative stress and apoptosis in neurons (Li et al., 2020). Extensive evidence indicates that oxidative stress and apoptosis is involved in the pathophysiology of schizophrenia (Patel et al., 2017). Therefore, the connection between oxidative stress and apoptosis and miR-25-3p in schizophrenia is worth a detailed investigation.

The current study also found increased SIK1 protein expression in the schizophrenic model rat brains, which is generally consistent with the findings of those previous studies on epilepsy and depression (Hansen et al., 2015; Pröschel et al., 2017; Liu et al., 2020). It should be noted that activation of the downstream CRTC2/CREB1 signaling requires the phosphorylation of SIK1 by LKB1 (Darling and Cohen, 2021). However, this study showed inconsistent activations of SIK1 and CRTC2 in both brain regions. We found up-regulated protein expression and phosphorylation levels of SIK1 in the CPu along with increased protein expression of LKB1, whereas the ratio of p-SIK1/SIK1 does not support a significant change in SIK1 phosphorylation in the schizophrenic model rats. Hollstein et al.’s (2019) study also showed elevated protein expression and phosphorylation levels of SIK1 as well as increased LKB1 levels in lung cancer cells, however, the ratio of p-SIK1/SIK1 was not shown in that study. Unfortunately, the reason for the inconsistent phosphorylation of SIK1 and CRTC2 presented in our study cannot be explained by the present data. Therefore, an in-depth study is required to further verify the involvement of the SIK1/CRTC2/CREB1 signaling pathway in schizophrenia.

Besides SIK1, TWIST1 is another direct downstream responder of miR-25-3p (Yu et al., 2021). TWIST1 expresses in embryonic and fetal human brain neurons (Elias et al., 2005) and elevated TWIST1 expression in various brain regions was reported to be associated with neuropsychiatric disorders (He et al., 2021). In the present study, we found that the TWIST1 protein levels were up-regulated by the repeated MK-801 administration, suggesting a possible connection with schizophrenia. This finding extended the understanding on the role of TWIST1 in neuropsychiatric disorders. Furthermore, the involvement of GSK3β in the pathophysiology of schizophrenia has been well-documented (Emamian, 2012). Additionally, it has been confirmed that GSK3β can be phosphorylated by TWIST1 through the activation of the PI3K/Akt signaling pathway (Li and Zhou, 2011). Our results showed generally similar phosphorylating statuses of PI3K, Akt, and GSK3β caused by the repeated MK-801 administration in the rat brains. These findings suggest that miR-25-3p-mediated TWIST1/Akt/PI3K/GSK3β signaling pathway is very likely to be associated with the pathophysiology of schizophrenia.

Antipsychotic drugs are the primary treatments of schizophrenia. However, all current antipsychotic drugs have limited efficacy in treating schizophrenia in clinic. Therefore, searching new molecular targets and developing novel antipsychotic drugs is always the focus of scientific research in the field of schizophrenia. In the present study, we found that risperidone was able to restore the altered activities of the SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways induced by the repeated MK-801 administration (Figures 7A–E). It has been extensively reported that the CREB1 and Akt/GSK3β signaling can be regulated by various antipsychotic drugs (Emamian, 2012; Wang et al., 2018). It should be also noted that the CREB1 and Akt/GSK3β signaling is the downstream responders of the dopamine D_2_ receptor which is the main target of many antipsychotic drugs, including risperidone. Therefore, how risperidone exactly affected the CREB1 and Akt/GSK3β activities in this study remains to be elaborated, and in-depth studies are required to answer this question (Figure 7F).

**FIGURE 7:**
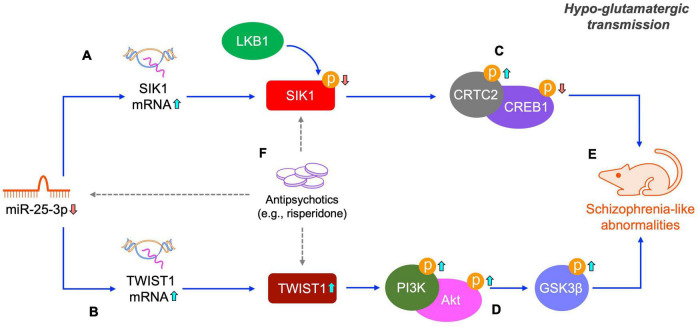
Schematic of the miR-25-mediated SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways in schizophrenia. Under a hypo-glutamatergic circumstance induced by MK-801, decreased miR-25-3p expression promotes the mRNA expression of SIK1 and TWIST1 **(A,B)**. Altered SIK1 activation probably caused by both miR-25-3p and LKB1 induces the inactivation of the CRTC1/CREB1 signaling cascade **(C)** and changed TWIST1 expression represses the PI3K/Akt/GSK3β signaling cascade **(D)**, both of which eventually lead to schizophrenia-like abnormalities **(E)**. These two signaling pathways altered by repeated MK-801 administration can be restored by antipsychotic drugs (e.g., risperidone), however, the underly pharmacological actions of risperidone requires further elucidation (indicated by dashed arrows) **(F)**.

The current study established a hypo-glutamatergic developmental schizophrenic rat model using repeated MK-801 administration. MK-801 is a non-competitive NMDAR antagonist. It was revealed that blockade of NMDA receptors alters the serotoninergic and dopaminergic systems in the brain (Meltzer et al., 2011; Kruse and Bustillo, 2022). In addition, risperidone possesses high binding affinity for the serotonin 5-HT_2_ and dopamine D_2_ receptor (Cohen, 1994) and was shown to be able to affect miR-25 expression in the present study. Therefore, it can be speculated that miR-25 and its downstream signaling pathways might be regulated by the serotoninergic and dopaminergic systems, in particular, the 5-HT_2_ and dopamine D_2_ receptor, which might also explain the association of miR-25 and other neuropsychiatric diseases that are related to the serotoninergic and dopaminergic systems (e.g., epilepsy and Parkinson’s disease). However, the exact underlying mechanism(s) require further explorations. Furthermore, it was previously reported that motor hyperactivity (resembling the positive symptoms of schizophrenia) was caused in animals by single/acute administration with non-competitive NMDAR antagonists [including MK-801, ketamine, and PCP (phencyclidine)]; in addition, repeated administration with non-competitive NMDAR antagonists induced impaired spatial learning and memory, cognition, and social interactions (resembling the negative symptoms of schizophrenia) (Winship et al., 2019). The present study employed sub-chronic repeated MK-801 administration only, thus the present model can only partly mimic schizophrenia and other administration regimens are required to consolidate the findings of this study. Moreover, schizophrenia manifests a number of clinical symptoms which cannot be completely mimicked in NMDA hypofunction schizophrenic models. Therefore, other schizophrenic models that possess different advantages in modeling schizophrenia [e.g., the gestational methylazoxymethanol (MAM) model, neonatal hippocampal lesion model, genetic animal models, patient-derived induced pluripotent stem cells (iPSCs), etc.] are also required to further validate the current findings.

In conclusion, the present study suggests that miR-25-3p-mediated SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways could be potential therapeutic targets for future antipsychotic drugs and candidate diagnosis biomarkers of schizophrenia.

## Data availability statement

The data presented in this study are deposited in the NCBI’s Gene Expression Omnibus (GEO) repository, accession number GSE220510.

## Ethics statement

The animal study was reviewed and approved by the Animal Ethics Committee of Yangzhou University Medical College (Ethics No.: YXYLL-2020-53).

## Author contributions

BP, XZ, and YL contributed to the conception and design of the study and wrote the first draft of the manuscript. BP, XZ, BH, JW, and YW performed the animal administration. XZ, BH, JW, and YW performed Western blots and qRT-PCR. BP, XZ, BH, and JW analyzed and interpreted the data. All authors contributed to manuscript revision, read, and approved the submitted version.

# Supplementary material for: The SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways mediated by microRNA-25-3p are altered in the schizophrenic rat brain
**Source:** Front Cell Neurosci. 2023 Jan 20;17:1087335. doi: 10.3389/fncel.2023.1087335

Figure S1. Uncropped membrane of the bands presented in Figure 3.

Figure S1A

PFC

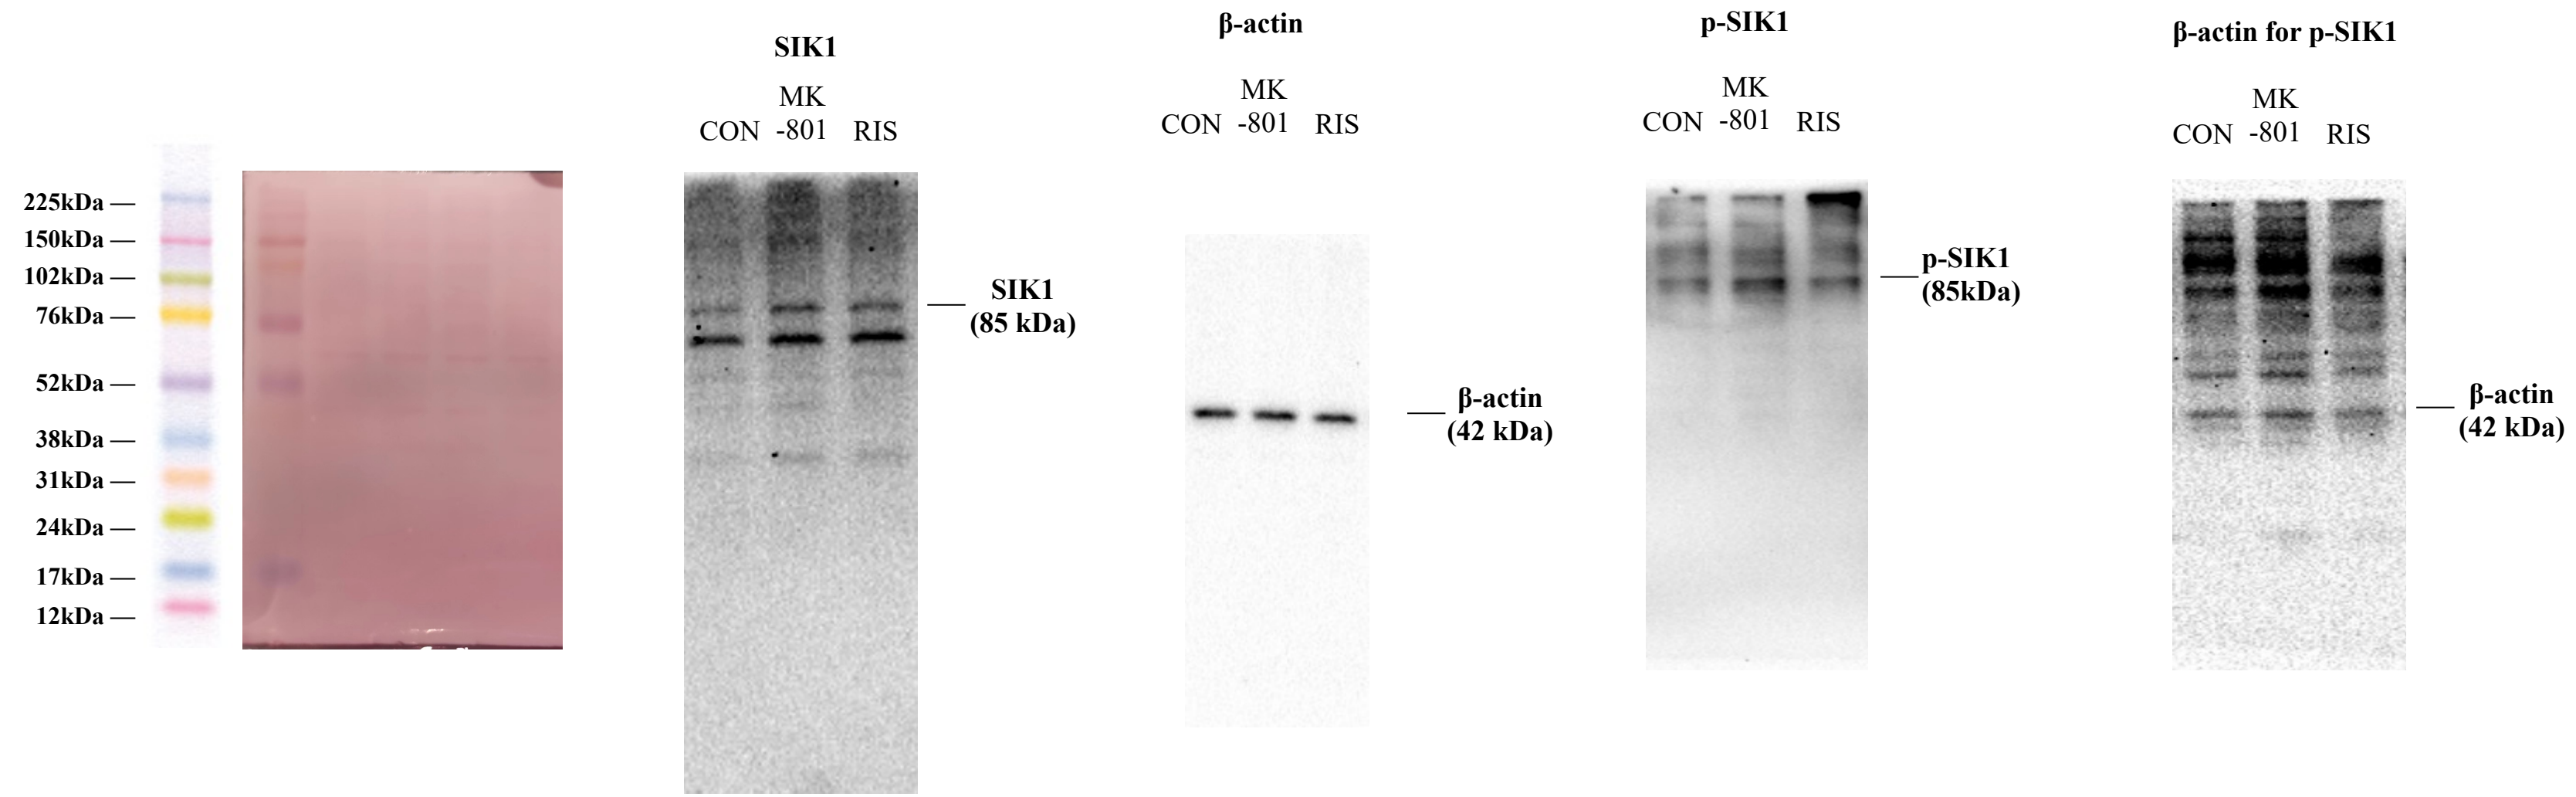

Figure S1B

PFC

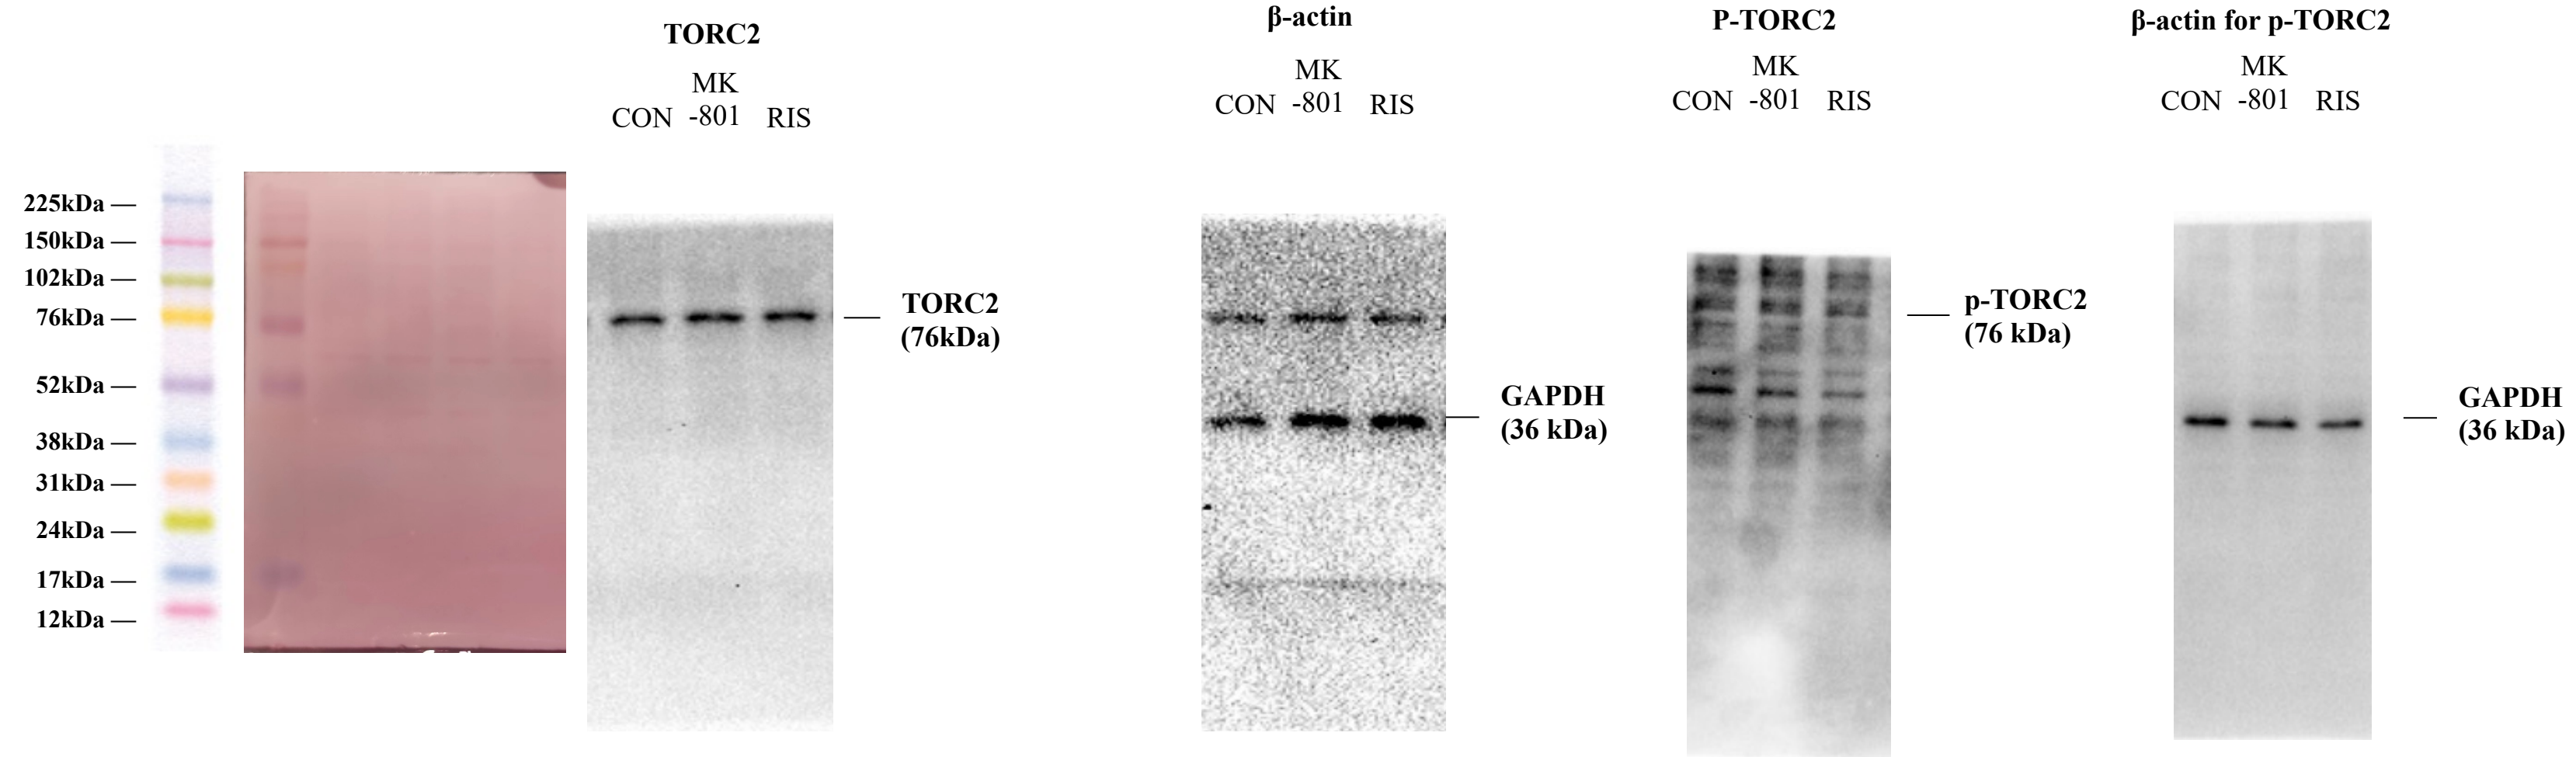

Figure S1C

PFC

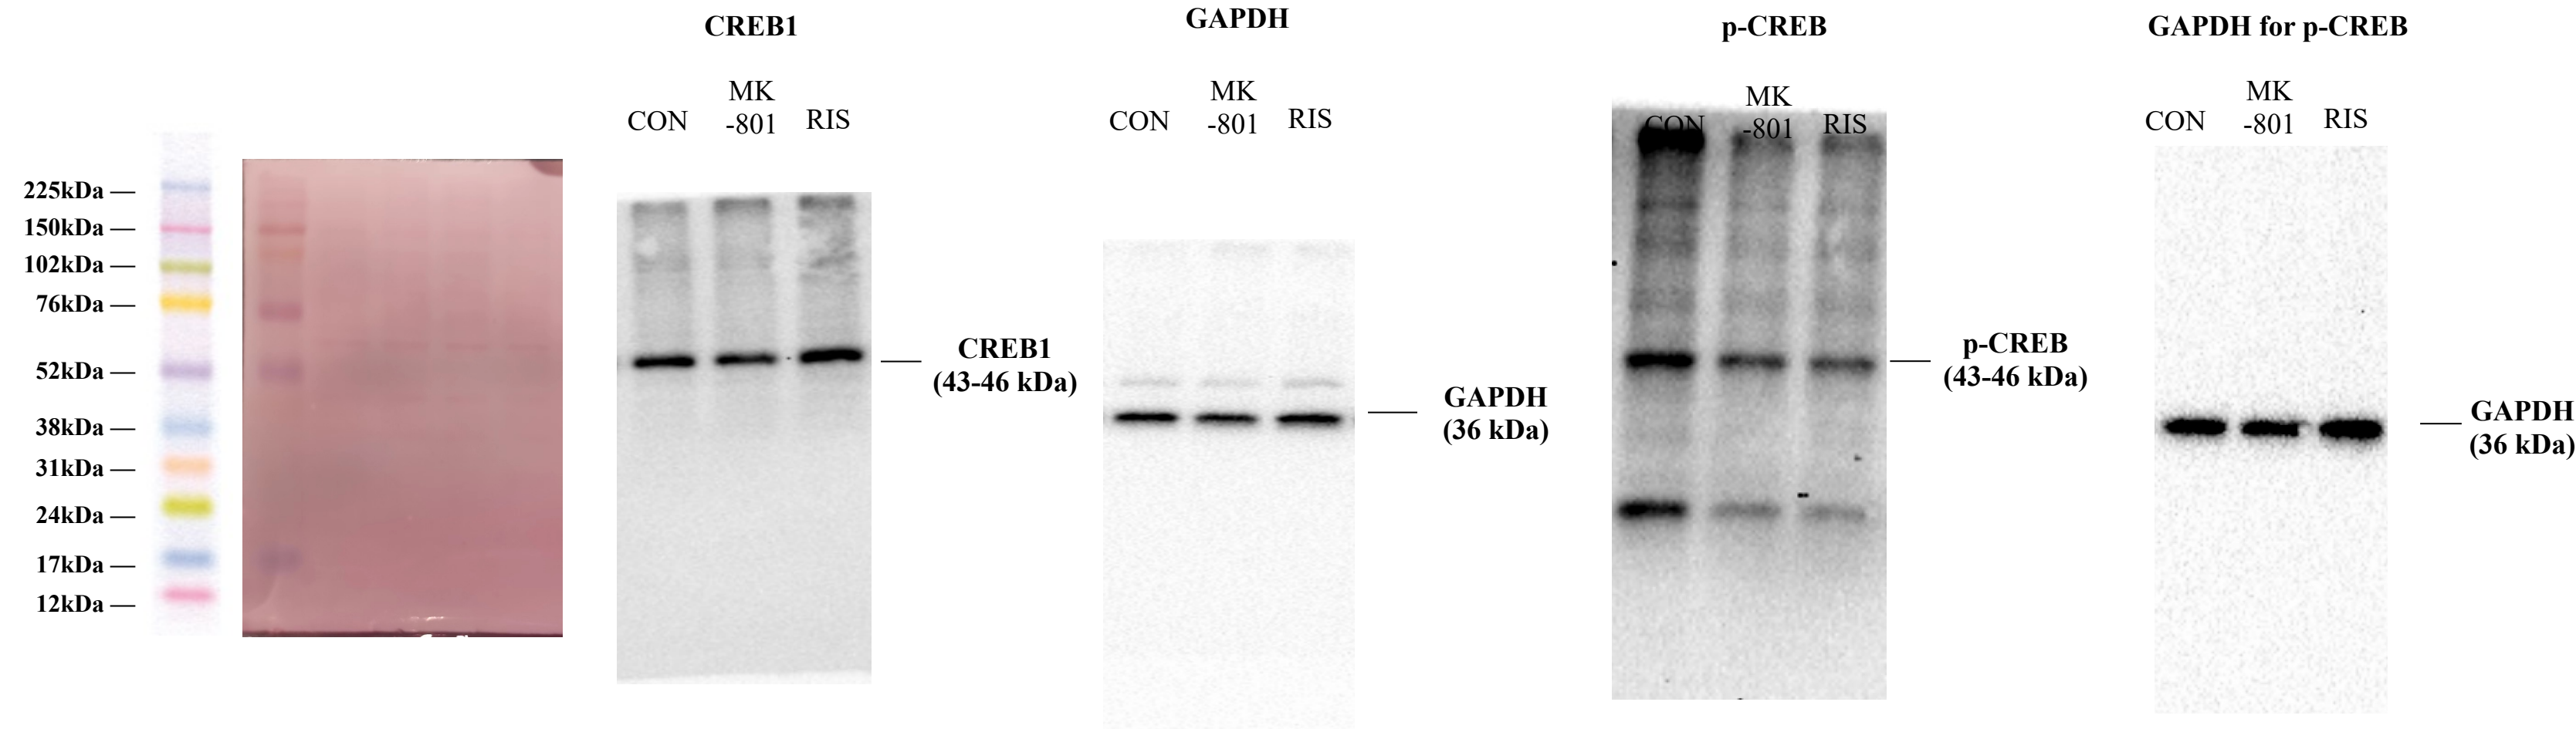

Figure S1D

PFC

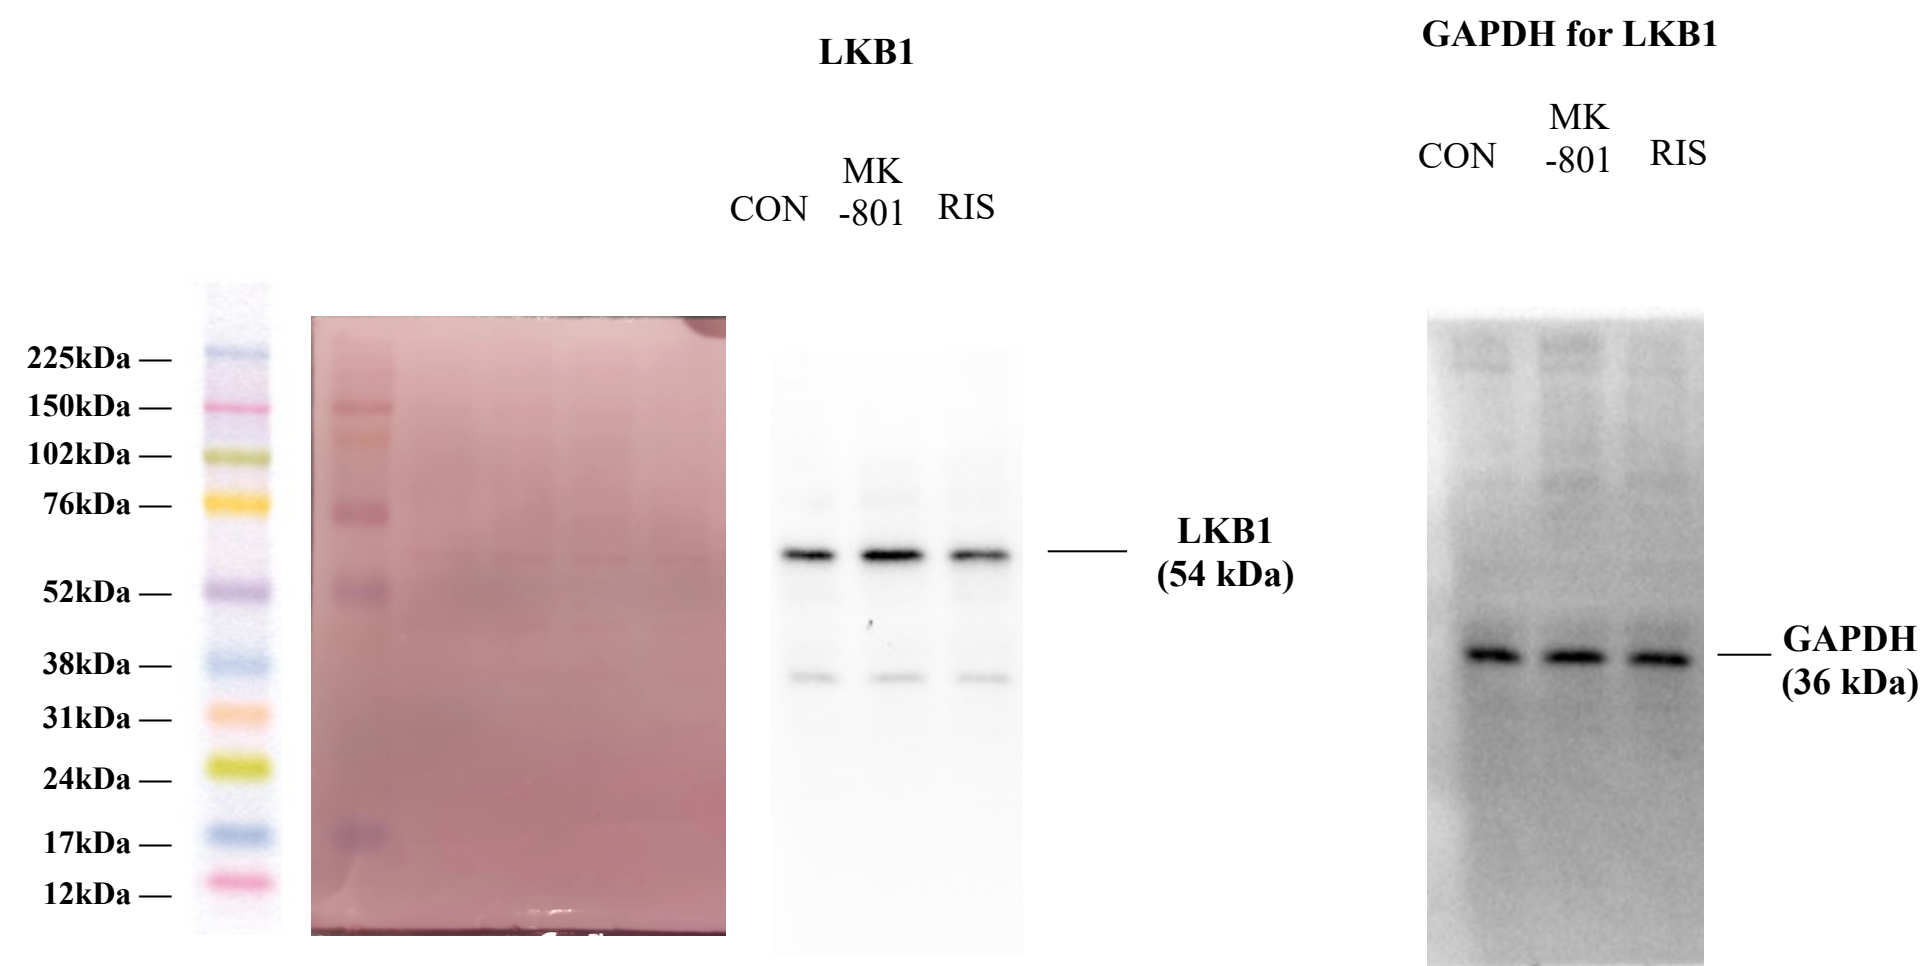

Figure S2. Uncropped membrane of the bands presented in Figure 4.

Figure S2A

PFC

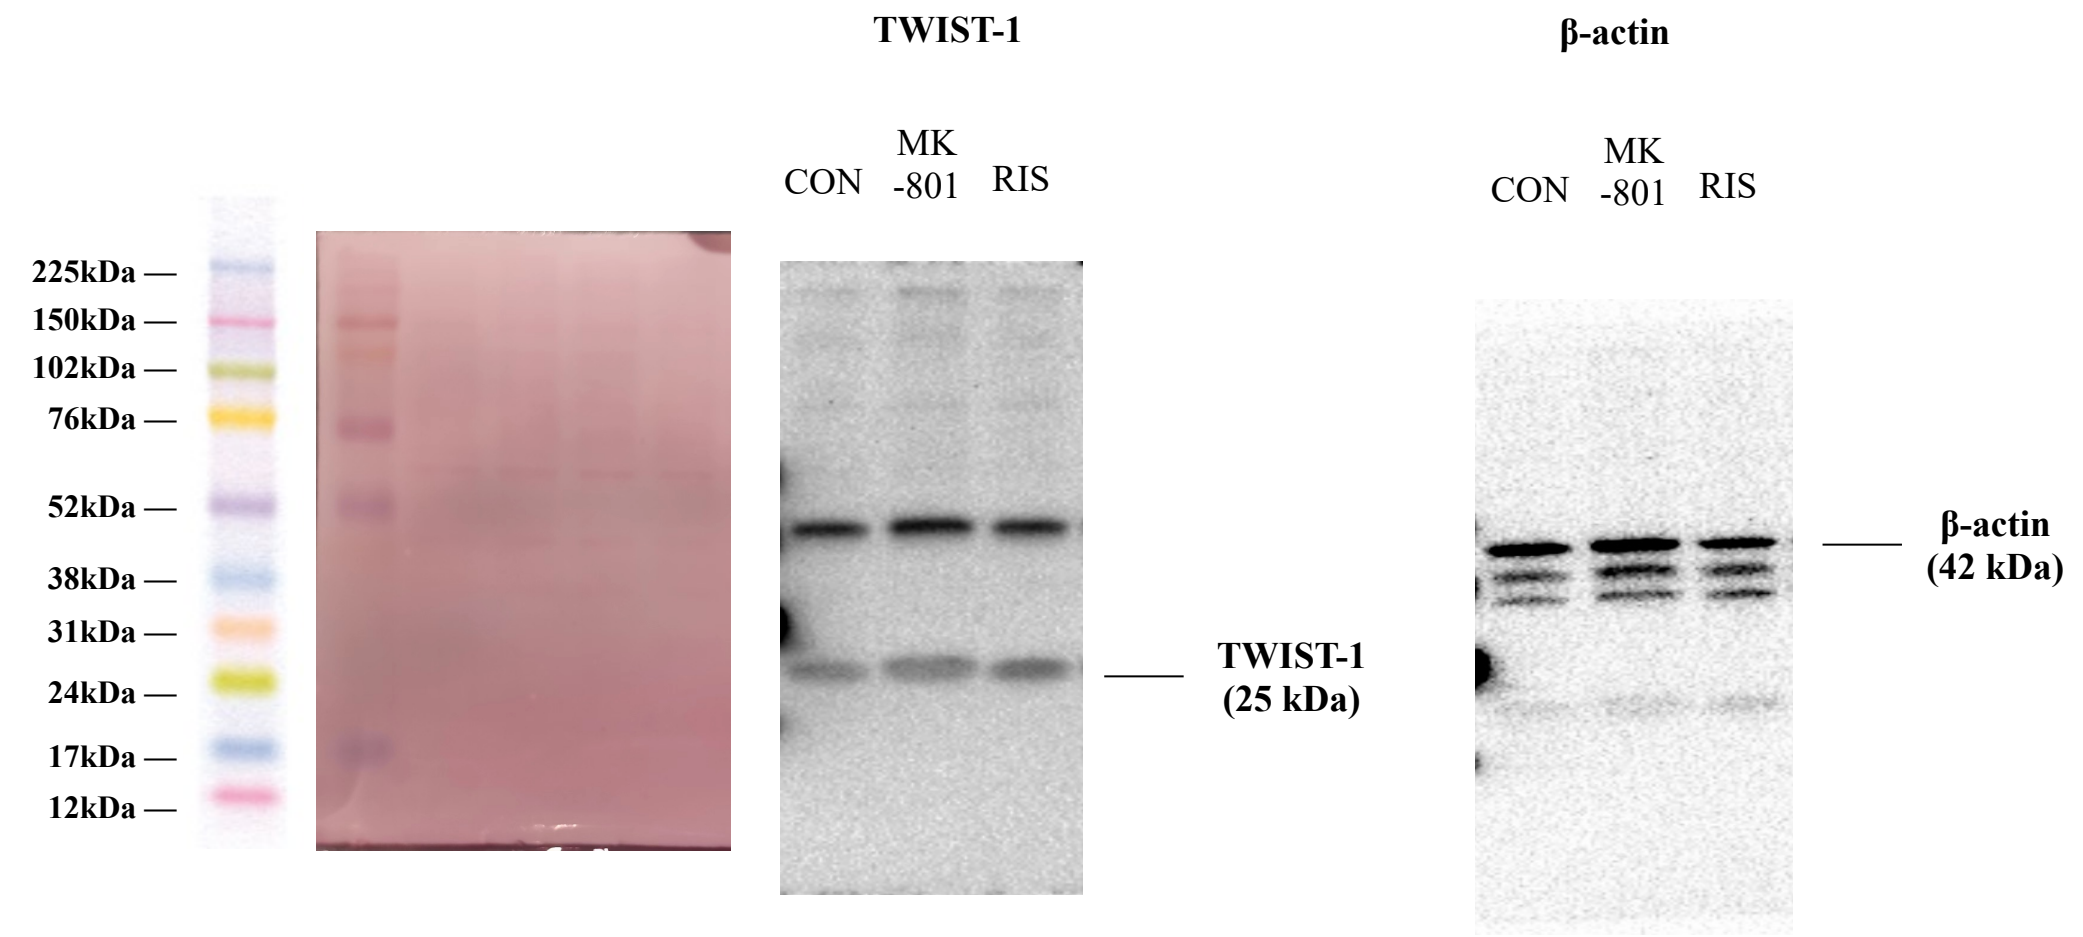

Figure S2B

PFC

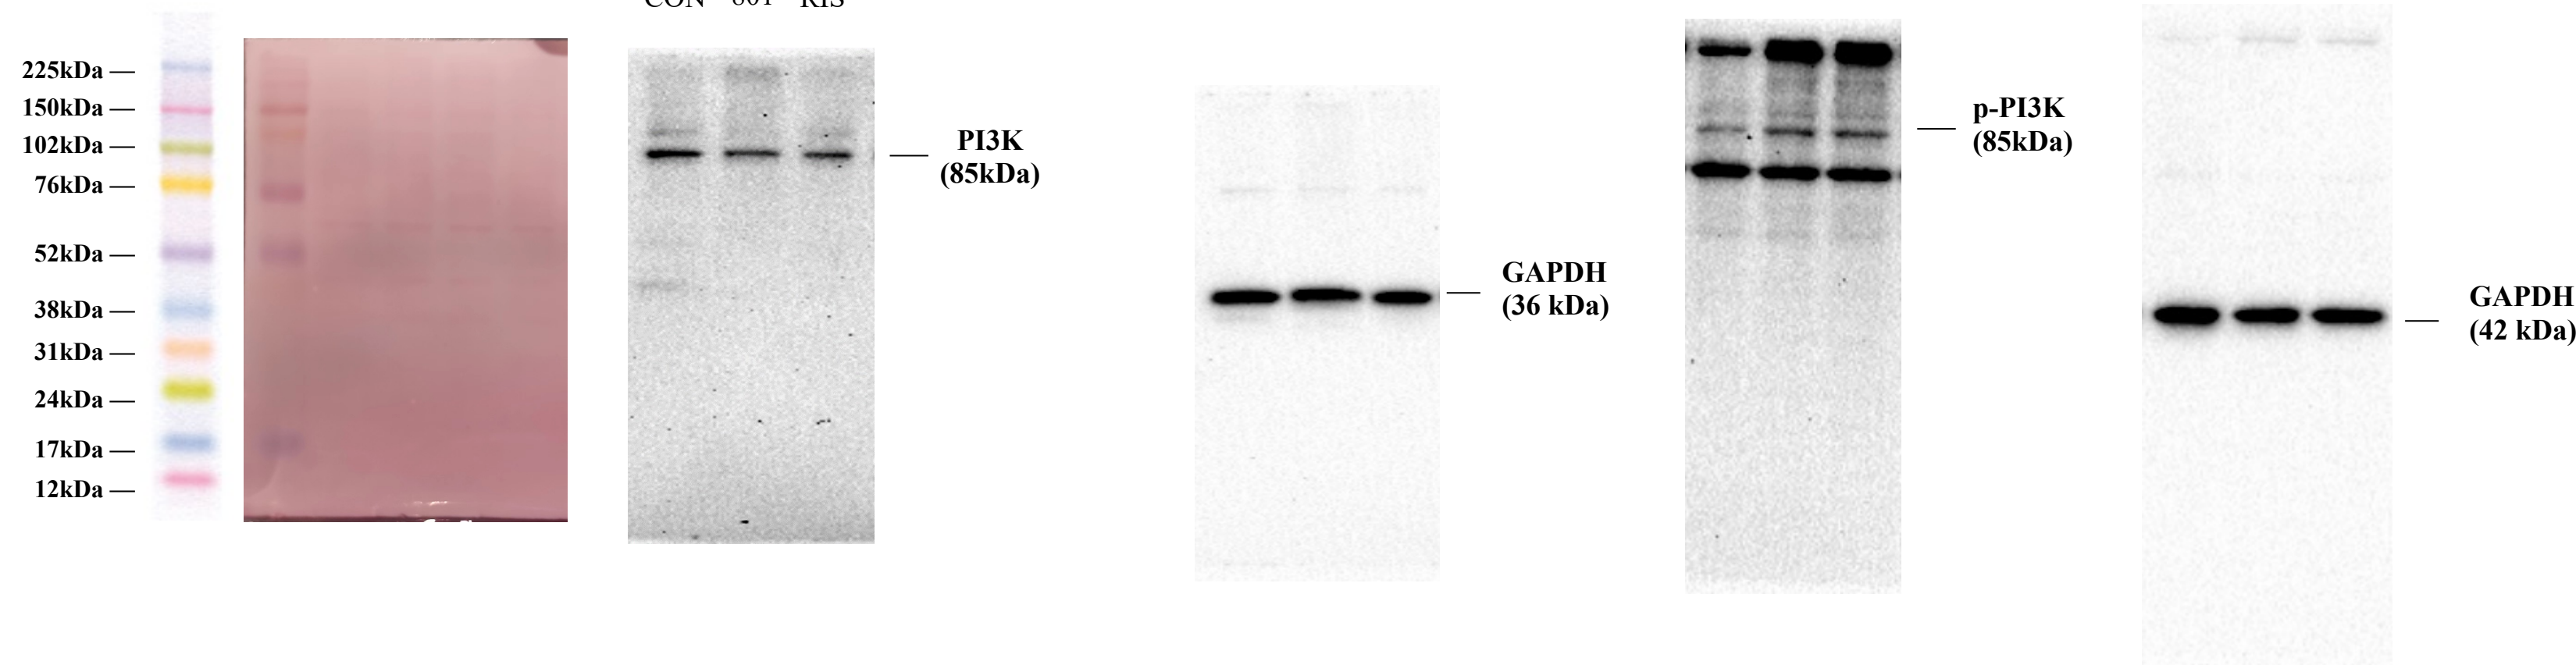

Figure S2C

PFC

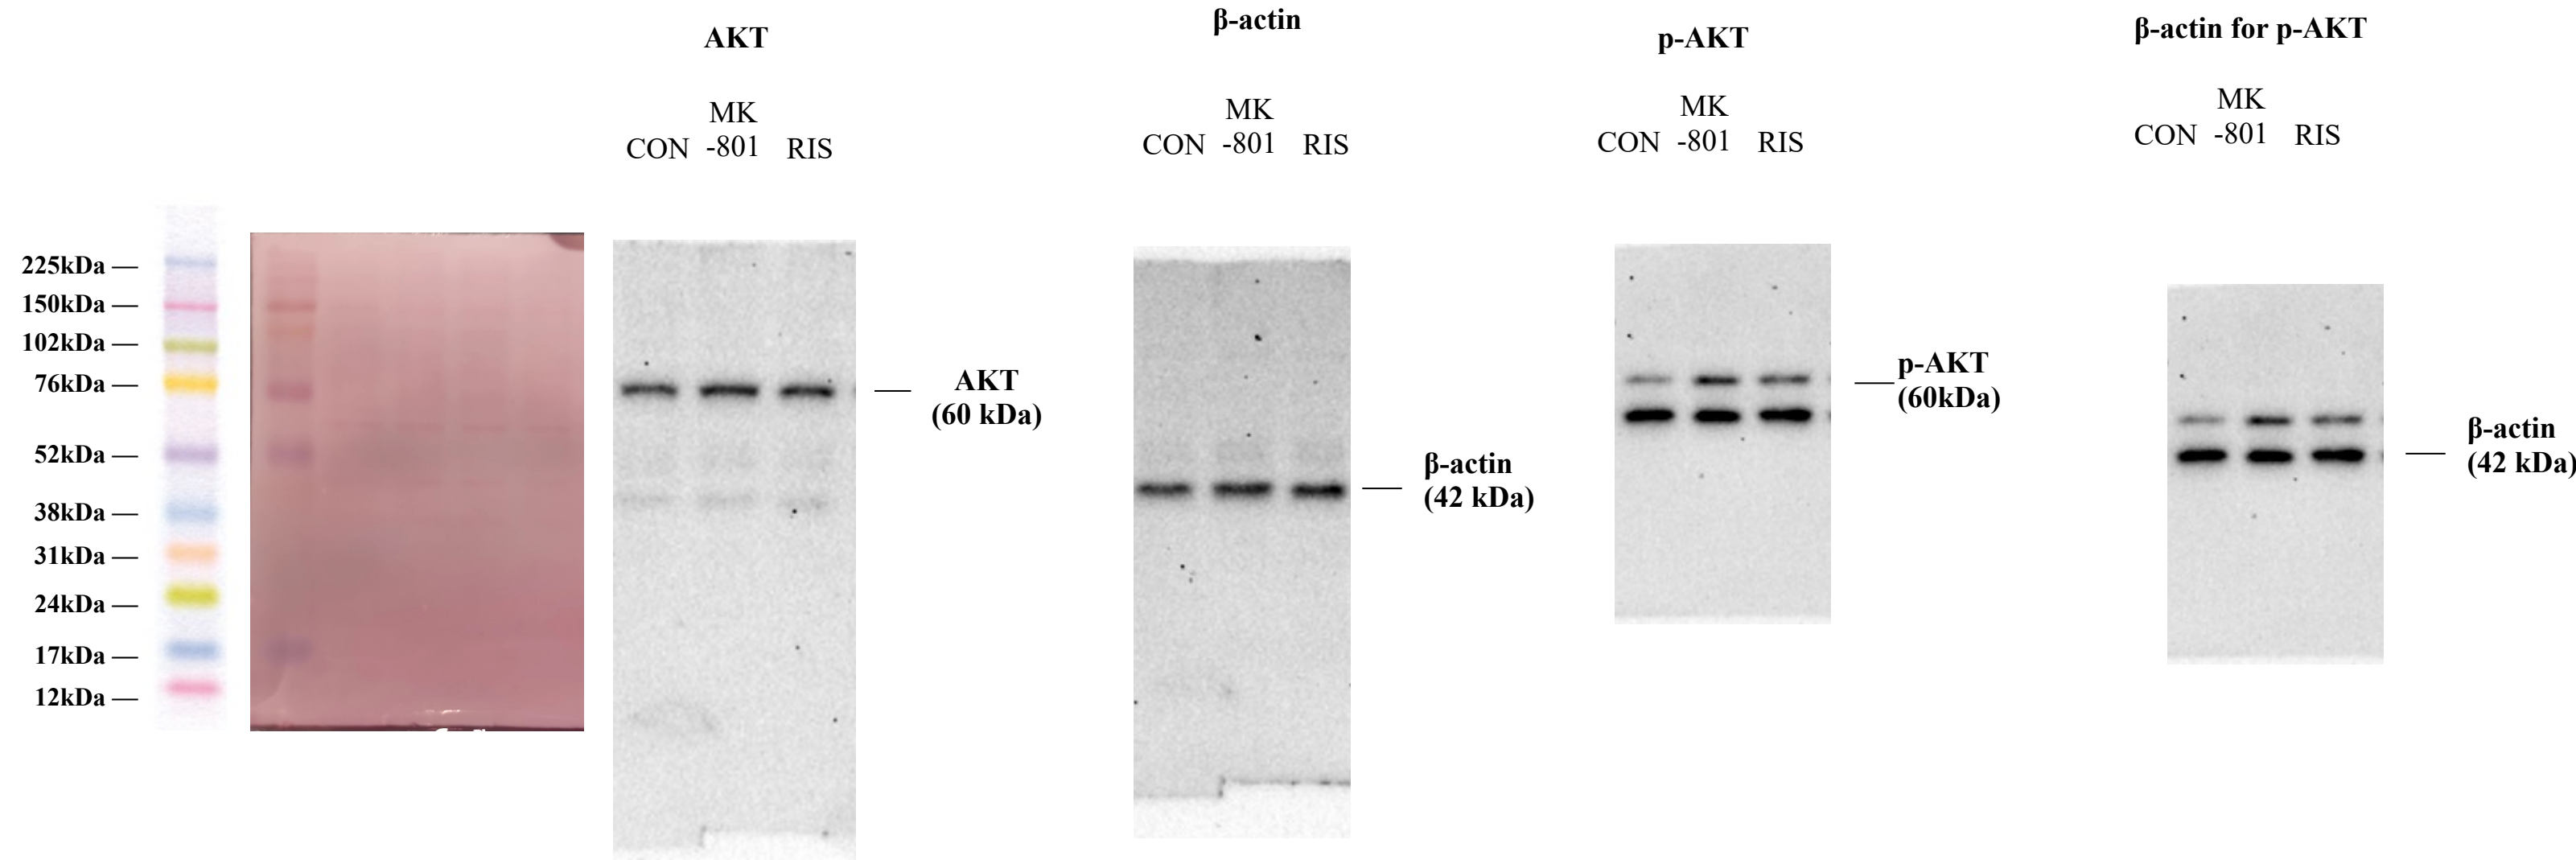

Figure S2D

PFC

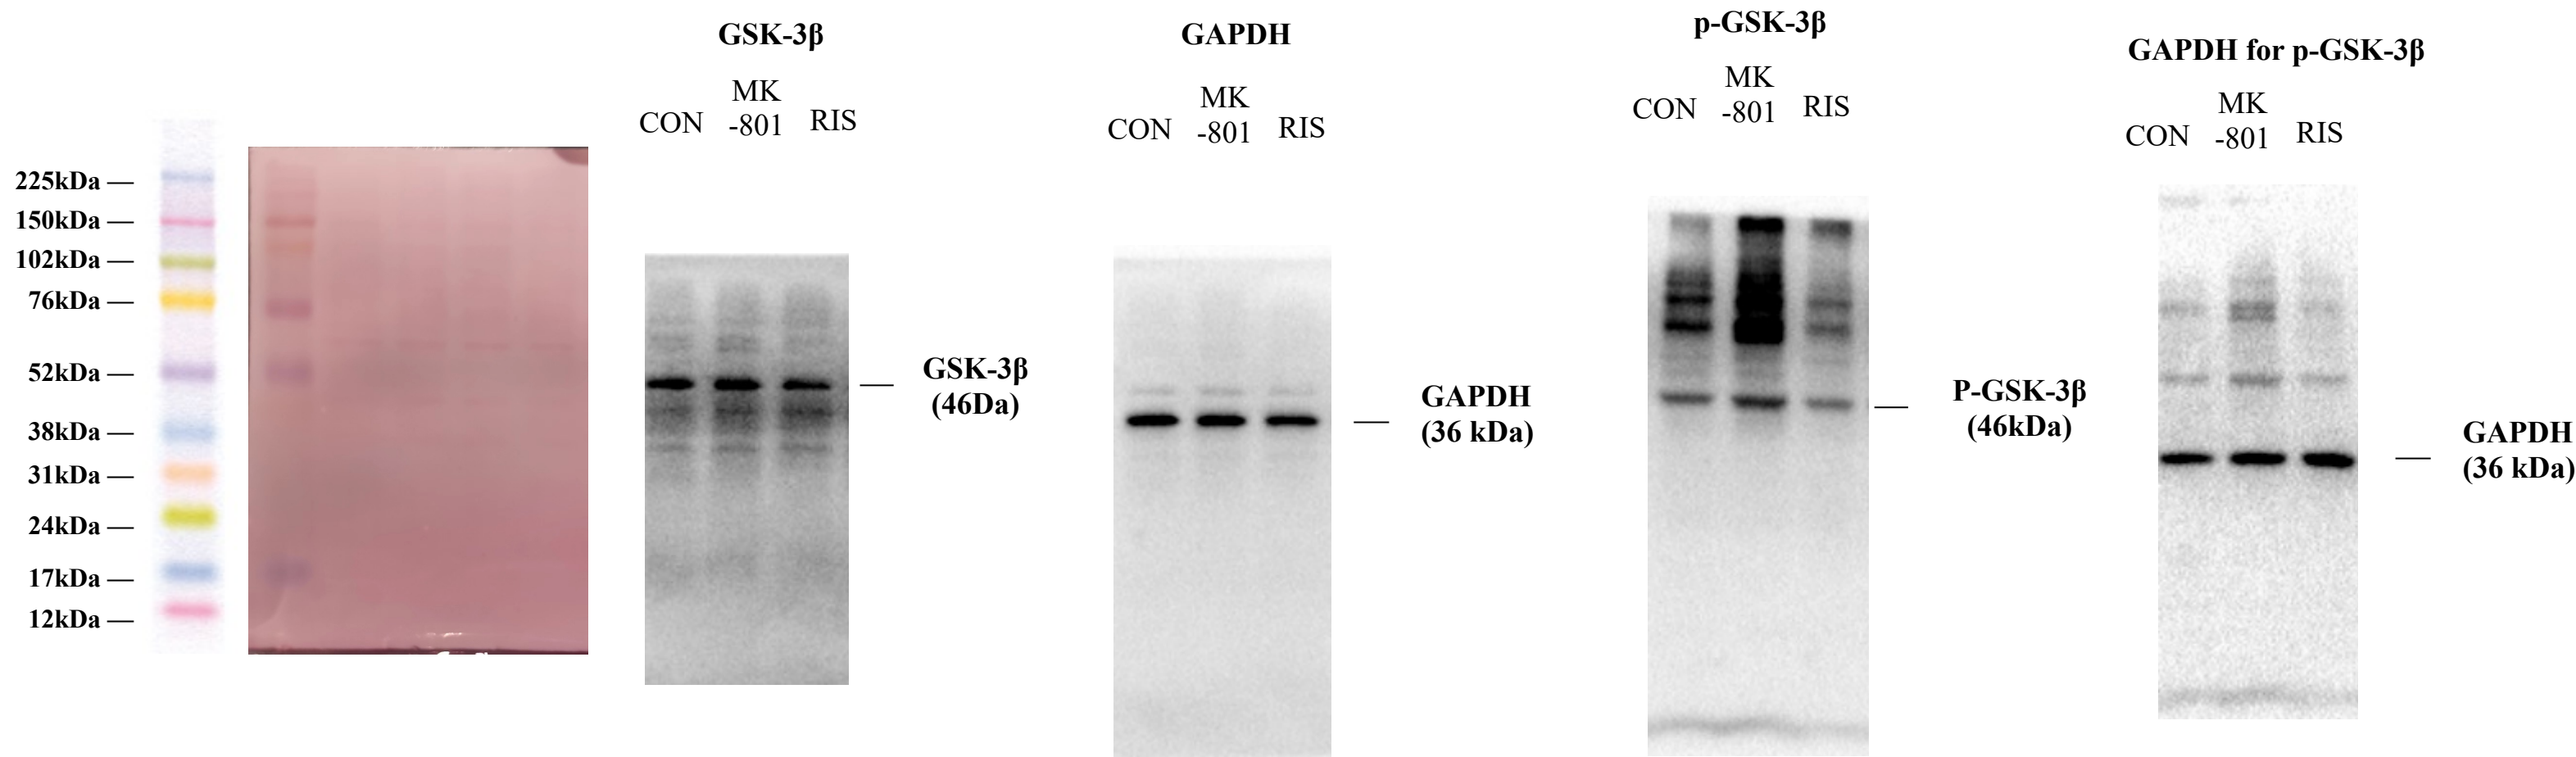

Figure S3. Uncropped membrane of the bands presented in Figure 5.

Figure S3A

CPU

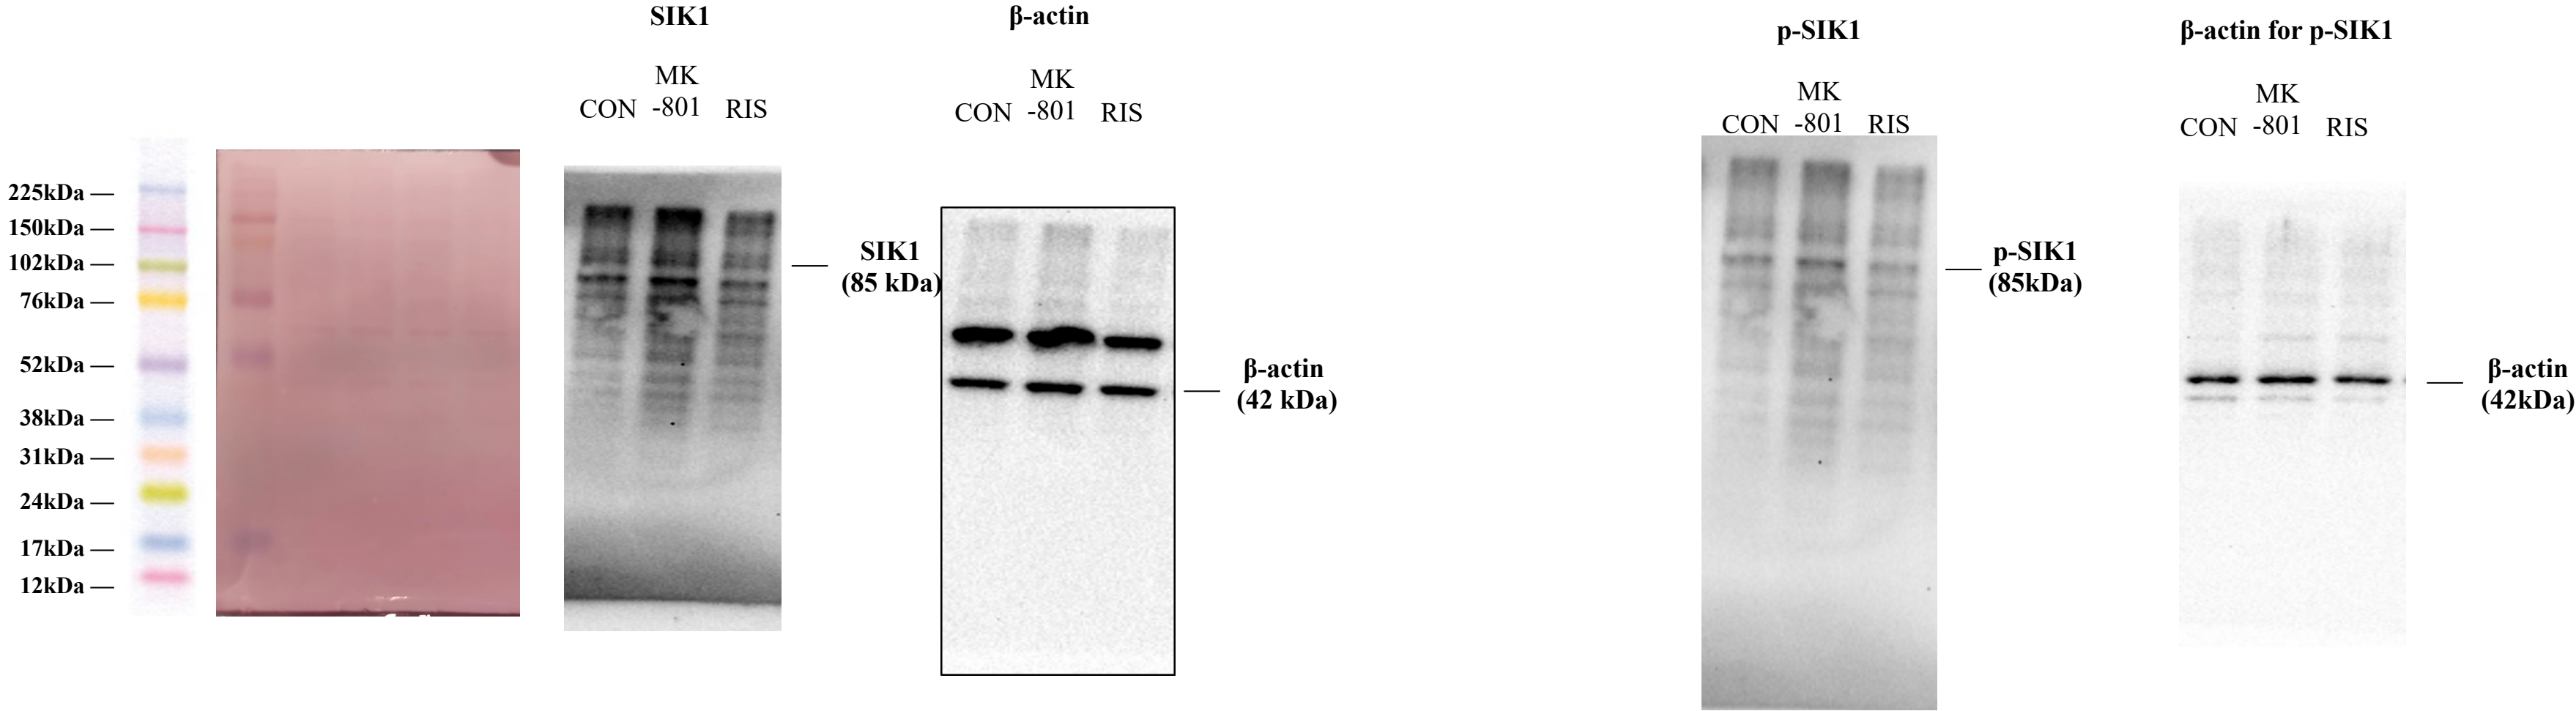

Figure S3B

CPU

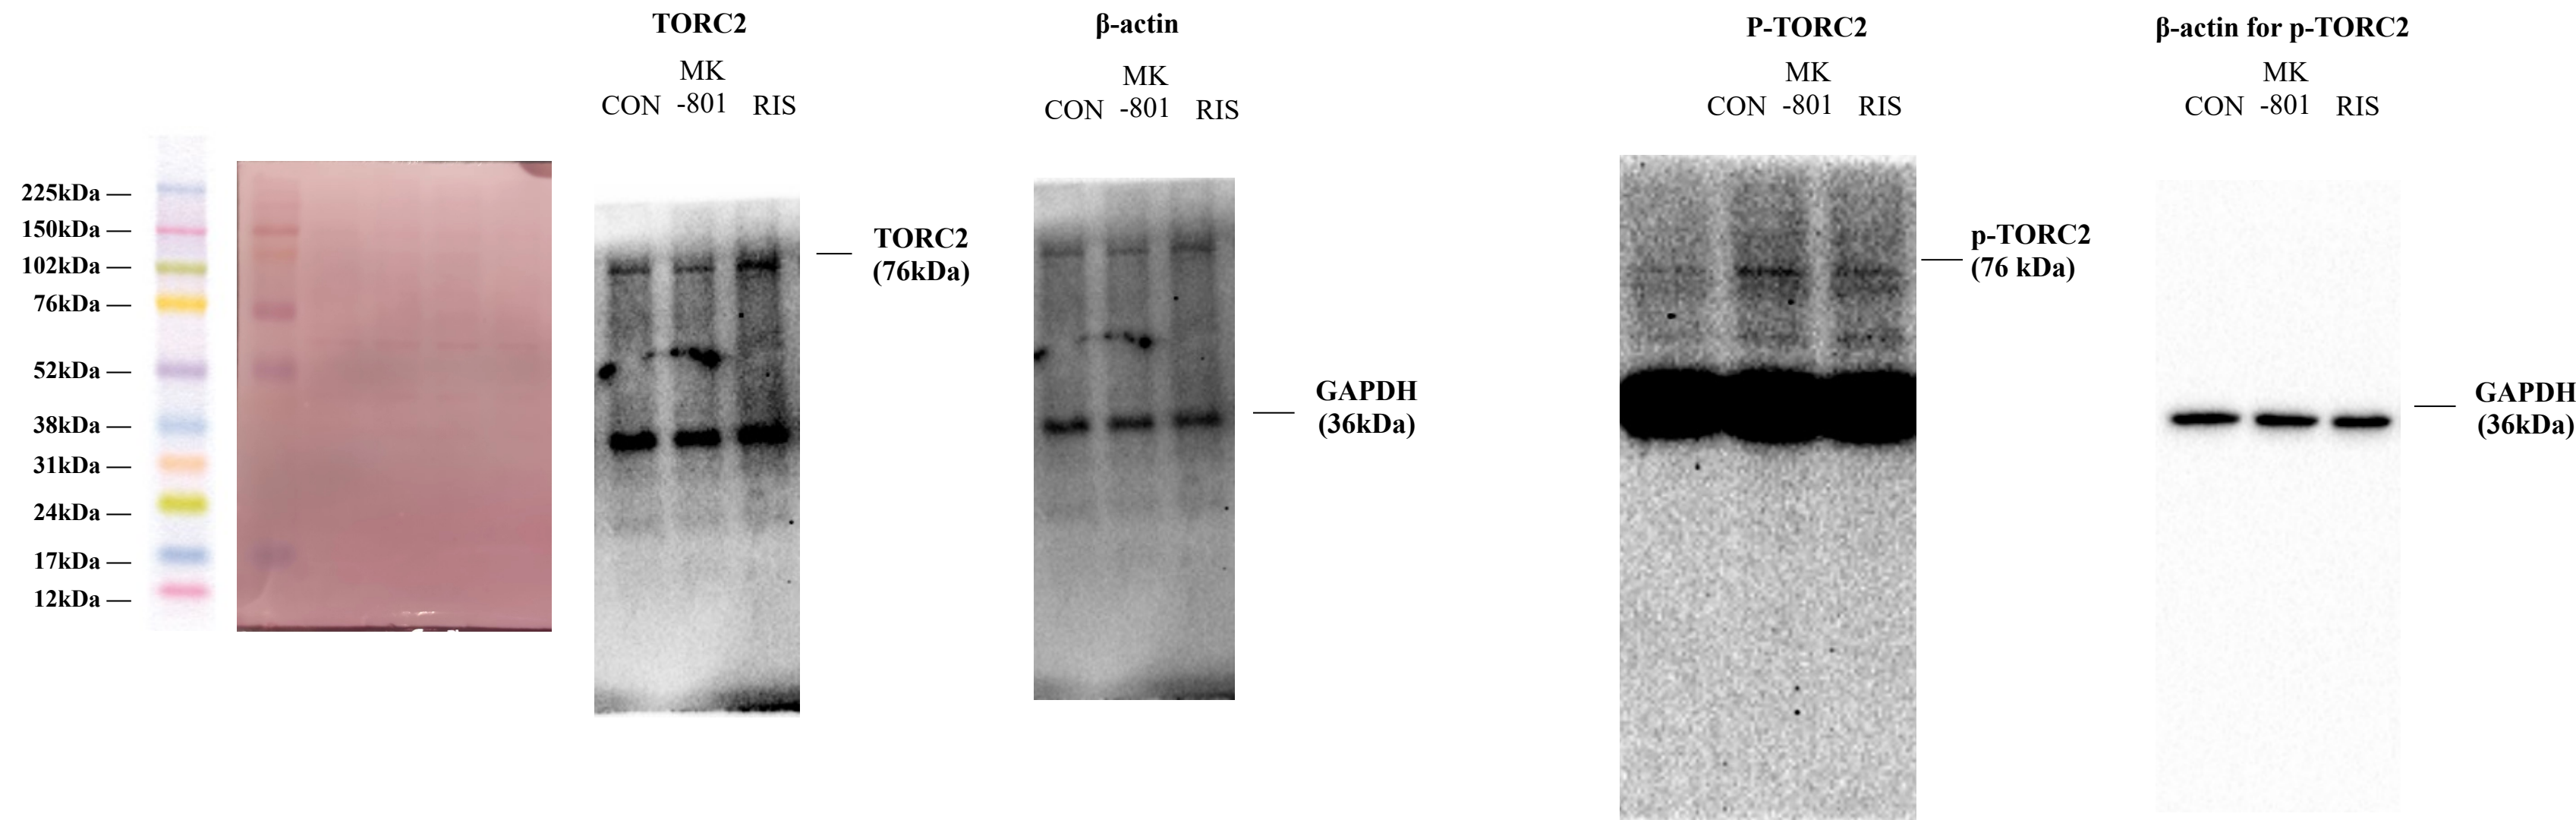

Figure S3C

CPU

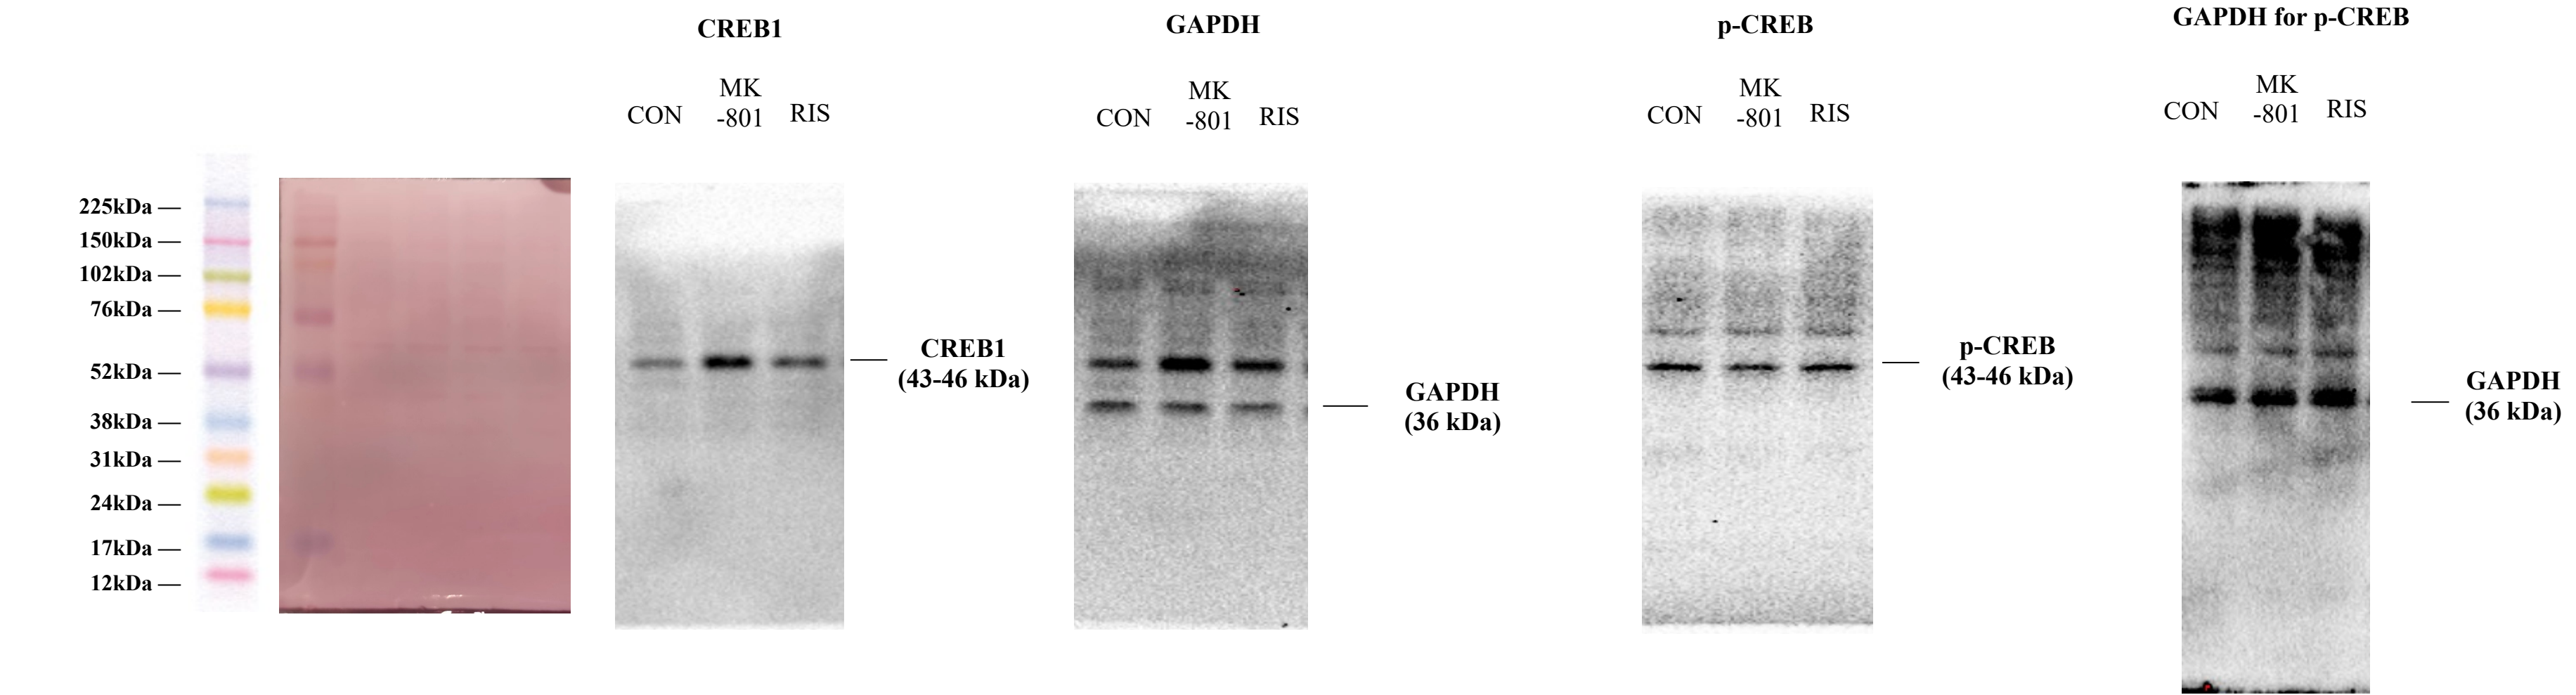

Figure S3D

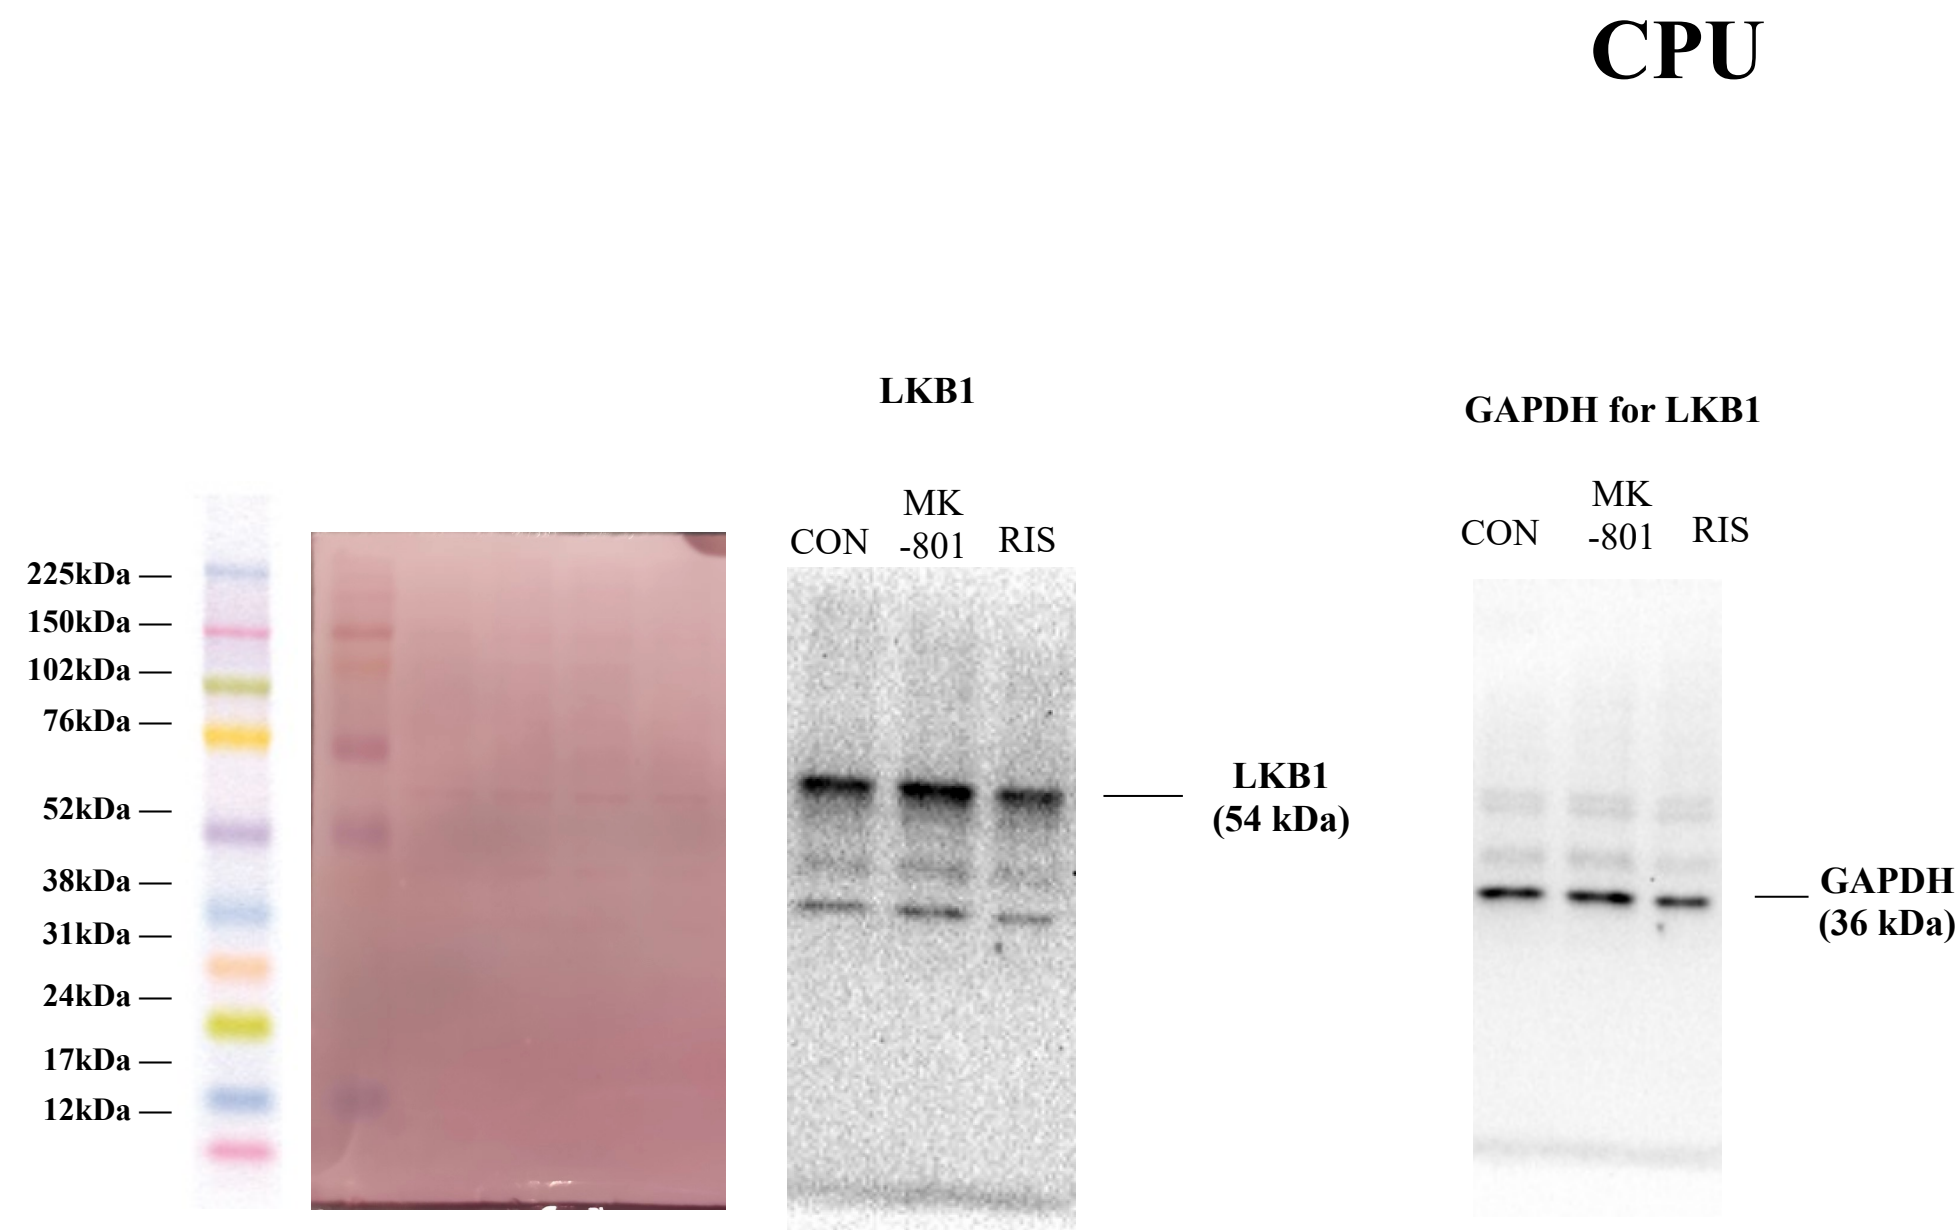

Figure S4. Uncropped membrane of the bands presented in Figure 6.

Figure S4A

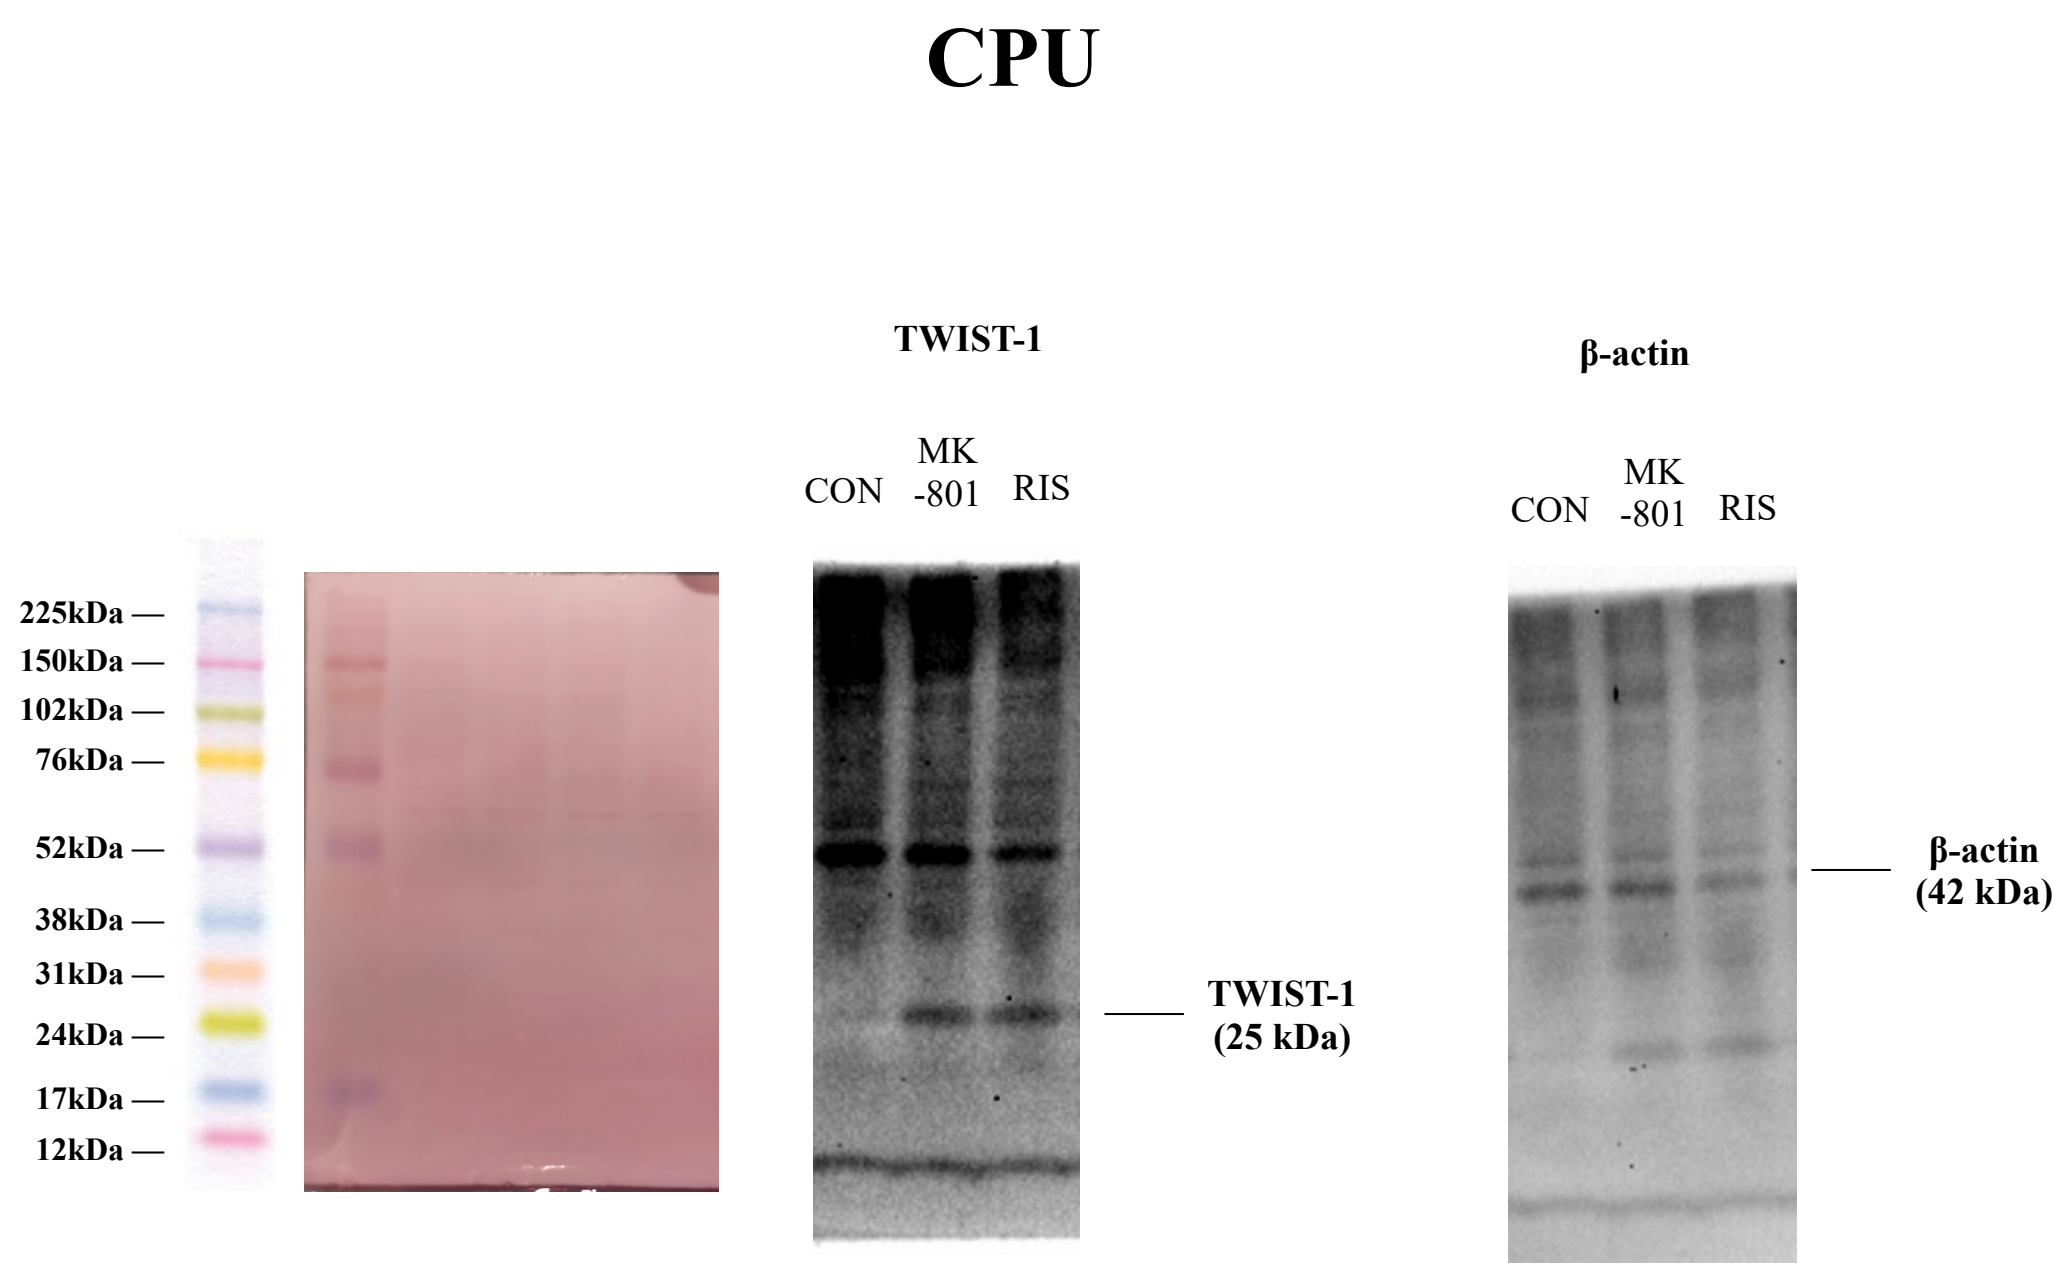

Figure S4B

CPU

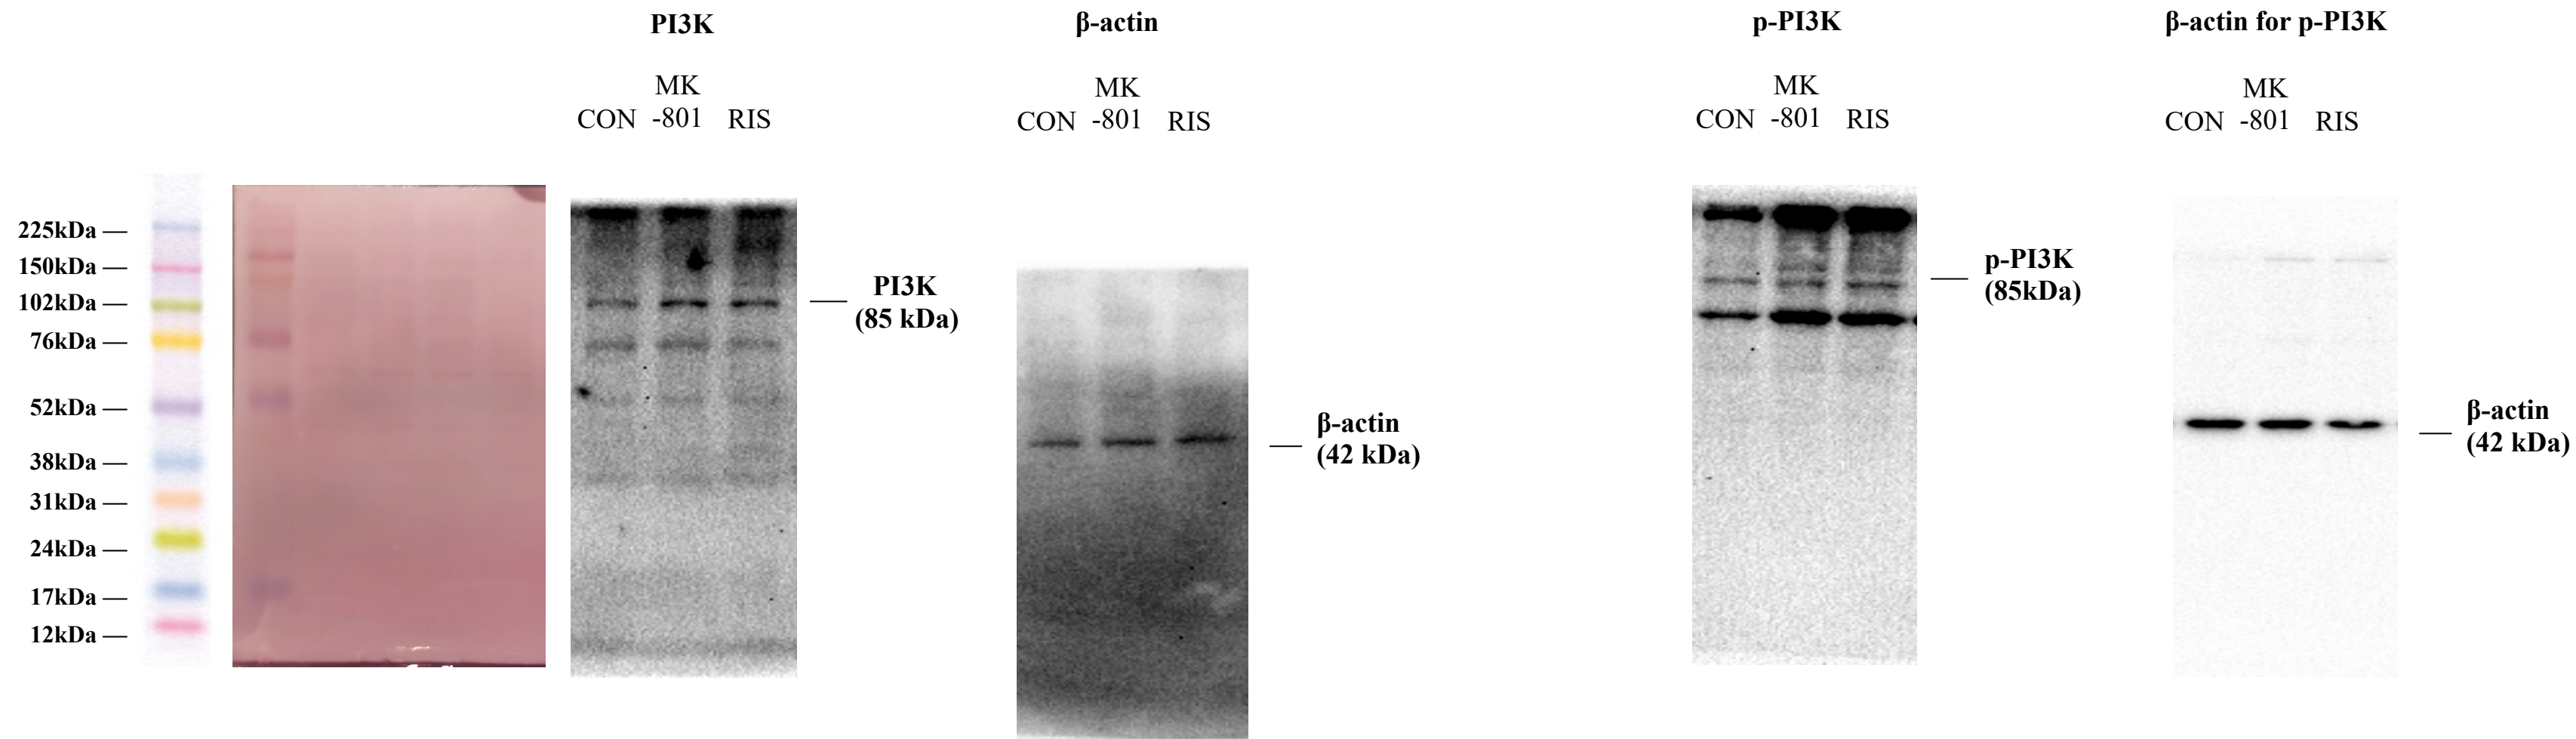

Figure S4C

CPU

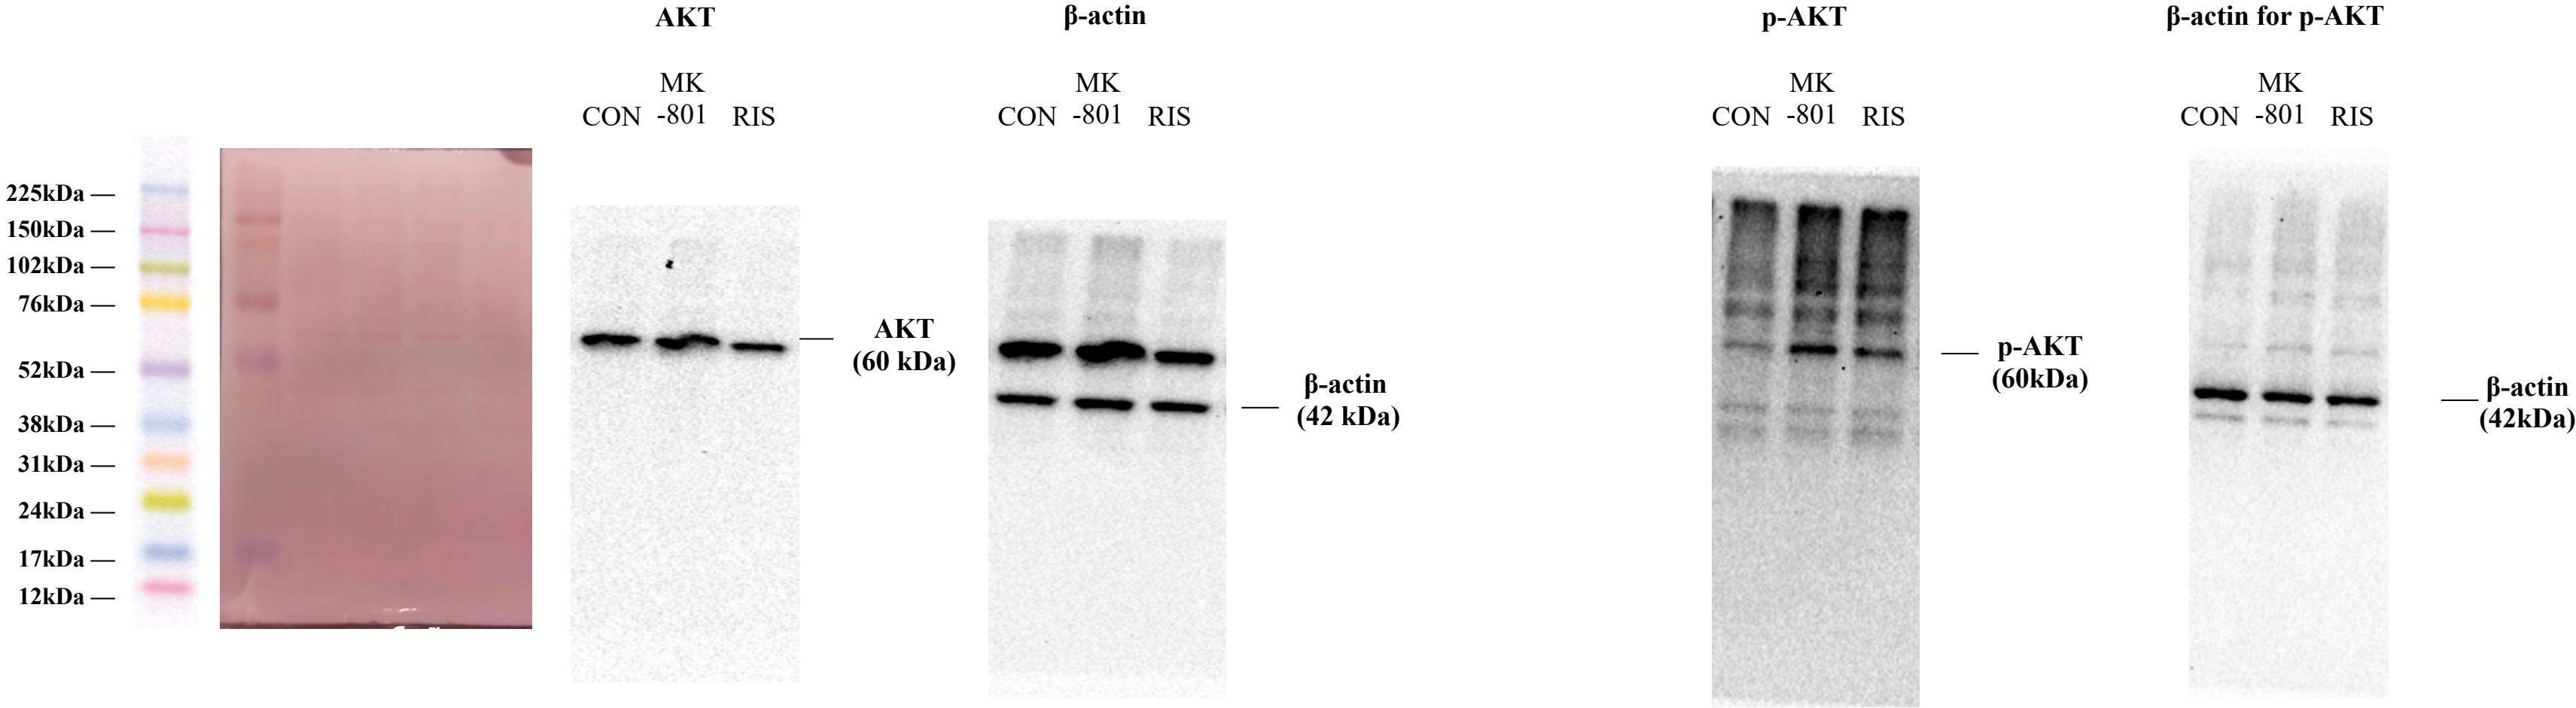

Figure S4D

CPU

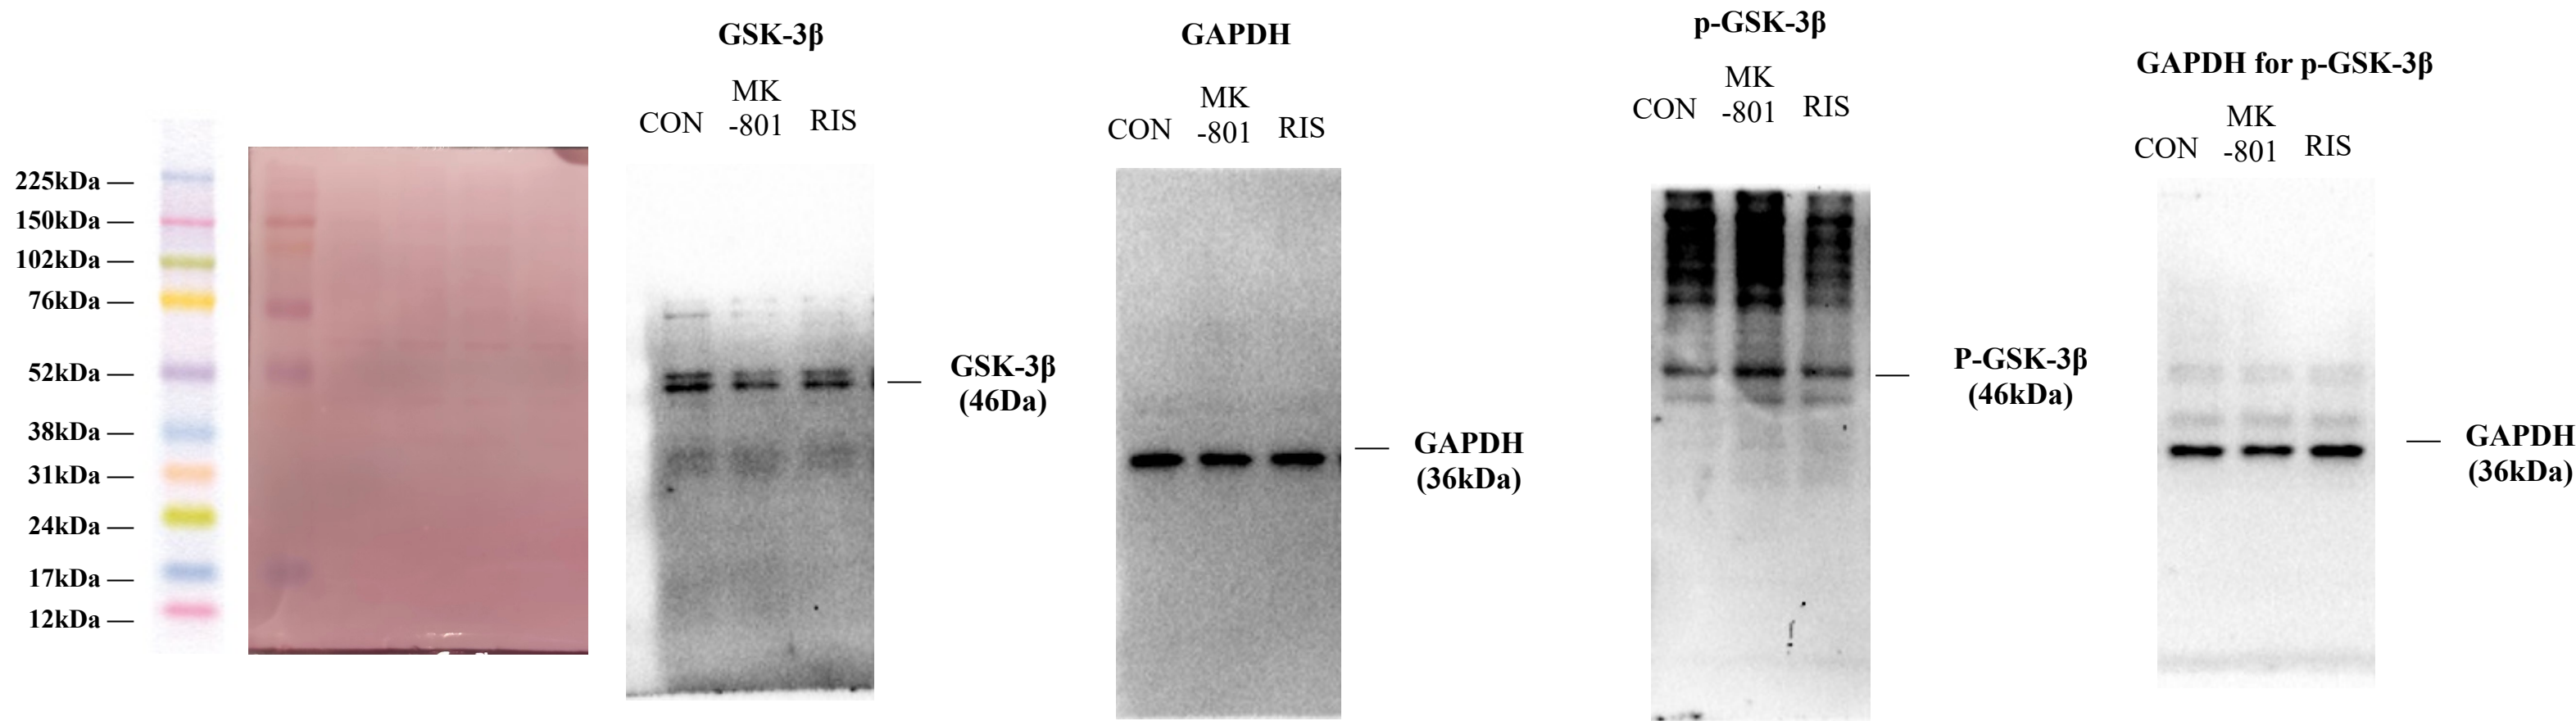

**Supplement:** Supplementary file 1

# Supplementary material for: The SIK1/CRTC2/CREB1 and TWIST1/PI3K/Akt/GSK3β signaling pathways mediated by microRNA-25-3p are altered in the schizophrenic rat brain
**Source:** Front Cell Neurosci. 2023 Jan 20;17:1087335. doi: 10.3389/fncel.2023.1087335
**Supplement:** Supplementary file 2

Table S1. GO analysis of the differentially-expressed genes revealed by RNA-Seq.

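Table S1 lists 30 GO terms, 10 for each of biological process, cellular component and molecular function. In the column GeneRatio, the first number counts the DEGs of a term, and the second is the same for all terms of a subgroup. This second number is 78 for biological process, 77 for cellular component and 71 for molecular function. The enrichment score of each term is the negative log10 of its p-value, rounded to 2 decimals, as recomputed here from the p-values of the table. The number of DEGs per term ranges from 2 to 8, and 11 of the 30 terms rest on 2 DEGs. The table gives 1 p-value per term. GO annotation was not used here, so the enrichment itself was not recomputed.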

| **ID** | **GOterm** | **Subgroup** | **Enrichment score** | **GeneRatio** | **pvalue** |
| --- | --- | --- | --- | --- | --- |
| GO:1903429 | regulation of cell maturation | Biological process | 4.18 | 4/78 | 6.55054E-05 |
| GO:0048167 | regulation of synaptic plasticity | Biological process | 4.05 | 8/78 | 8.91857E-05 |
| GO:0060041 | retina development in camera-type eye | Biological process | 3.64 | 6/78 | 0.00022866 |
| GO:0060291 | long-term synaptic potentiation | Biological process | 3.63 | 6/78 | 0.000234799 |
| GO:0043010 | camera-type eye development | Biological process | 3.52 | 8/78 | 0.000304424 |
| GO:0035914 | skeletal muscle cell differentiation | Biological process | 3.44 | 4/78 | 0.000359869 |
| GO:0090596 | sensory organ morphogenesis | Biological process | 3.40 | 7/78 | 0.000396064 |
| GO:0007605 | sensory perception of sound | Biological process | 3.28 | 6/78 | 0.000522167 |
| GO:0001654 | eye development | Biological process | 3.19 | 8/78 | 0.000643534 |
| GO:0060395 | SMAD protein signal transduction | Biological process | 3.17 | 4/78 | 0.000668534 |
| GO:0032421 | stereocilium bundle | Cellular component | 2.51 | 3/77 | 0.003071363 |
| GO:0032426 | stereocilium tip | Cellular component | 2.47 | 2/77 | 0.003384584 |
| GO:0033017 | sarcoplasmic reticulum membrane | Cellular component | 2.16 | 2/77 | 0.006844022 |
| GO:0098862 | cluster of actin-based cell projections | Cellular component | 2.00 | 4/77 | 0.009906585 |
| GO:0032420 | stereocilium | Cellular component | 1.58 | 2/77 | 0.026512645 |
| GO:0005667 | transcription regulator complex | Cellular component | 1.54 | 5/77 | 0.028950922 |
| GO:0009897 | external side of plasma membrane | Cellular component | 1.53 | 5/77 | 0.029472437 |
| GO:0016529 | sarcoplasmic reticulum | Cellular component | 1.49 | 2/77 | 0.032397795 |
| GO:0016528 | sarcoplasm | Cellular component | 1.36 | 2/77 | 0.043541901 |
| GO:0032592 | integral component of mitochondrial membrane | Cellular component | 1.35 | 2/77 | 0.044526914 |
| GO:0001786 | phosphatidylserine binding | Molecular function | 2.64 | 3/71 | 0.002308067 |
| GO:0071837 | HMG box domain binding | Molecular function | 2.39 | 2/71 | 0.004100364 |
| GO:0005184 | neuropeptide hormone activity | Molecular function | 2.28 | 2/71 | 0.005224954 |
| GO:0016503 | pheromone receptor activity | Molecular function | 2.06 | 3/71 | 0.008654501 |
| GO:0072341 | modified amino acid binding | Molecular function | 2.01 | 3/71 | 0.009871958 |
| GO:0001102 | RNA polymerase II activating transcription factor binding | Molecular function | 1.78 | 2/71 | 0.016428388 |
| GO:0005179 | hormone activity | Molecular function | 1.77 | 3/71 | 0.017057885 |
| GO:0140297 | DNA-binding transcription factor binding | Molecular function | 1.71 | 5/71 | 0.019687723 |
| GO:0004879 | nuclear receptor activity | Molecular function | 1.69 | 2/71 | 0.020609504 |
| GO:0098531 | ligand-activated transcription factor activity | Molecular function | 1.69 | 2/71 | 0.020609504 |

How the deposited data were processed for this re-analysis (not part of the article)

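RNA of the PFC of 10 male SD rats, 5 of the control group and 5 of the MK-801 group, was sequenced by the authors. According to the methods, the authors aligned the reads with HISAT2 and SAMtools, assigned them to the genes of Ensembl release 105 with featureCounts and tested them with DESeq2. The methods name neither the genome build nor the strand setting of the counting, so overlapping and antisense genes, and genes with near-identical copies, may share reads in ways the counts do not show. The values the authors deposited are whole-number counts per gene and rat, not normalized and not filtered. Every column of the table belonged to 1 of the 10 rats.

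From these counts, the groups were compared with edgeR version 4.0.16 in R version 4.3.3. Genes with low counts were removed with filterByExpr (a minimum count of 10 and a minimum total of 15), which kept 16137 of the 30560 genes. Library sizes were scaled by the TMM method, and each gene was tested two-sided with the quasi-likelihood test under the default settings of that version, with Benjamini-Hochberg adjustment over all genes tested. Standard errors of log2 fold changes were taken from the fold change and its F statistic. The counts of DEGs were fixed before the data were examined, as were the settings to be compared. These counts used an adjusted p-value under 0.05, the criteria of the methods, and an adjusted p-value under 0.05 with their fold change. The criteria of the methods are a p-value under 0.05, taken here as unadjusted, and an absolute log2 fold change of at least 1. The distance between rats was the Euclidean distance of log2 CPM over all genes tested.

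The alternatives were DESeq2 version 1.42.0 with its own size factors and independent filtering, RLE and upper quartile scaling, no filter on low counts, a filter at a mean of 10 counts, the replicate number as a block, 1 surrogate variable from sva version 3.50.0, limma-voom (limma version 3.58.1), a prior count of 2 in place of 0.125, and each rat left out in turn. For the distances they were the 500 most variable genes, 1 minus the Spearman correlation, and each rat left out. The count of genes at an unadjusted p-value under 0.05 was added after the data were examined, as were edgeR's likelihood ratio test, edgeR's bias-adjusted quasi-dispersions, DESeq2 without its outlier filter, with a minimum total of 10 counts per gene or with its default filtering level of 0.1 in place of 0.05, and the share of counts of the 10 most abundant genes as a covariate. A first look at the data had used edgeR, edgeR without a filter, and DESeq2 with and without that minimum total at its default filtering level, and the design was kept as it had been fixed.

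The genes to be named were to be those the paper names and up to 5 in each direction with an adjusted p-value under 0.05, at least 10 counts on average and no overlap between the groups. No gene had such an adjusted p-value. The deposited table lists genes by Ensembl identifier, and the files do not pair these with names. A table of RefSeq genes of the GRCr8 assembly was at hand, but it gives no Ensembl identifiers, so it could pair none of the 30560. The genes the paper names, lists of marker and response genes, GO terms and target sites of miR-25-3p are therefore not analysed here. The 4 genes given by identifier were chosen after their values were seen, as the 2 with the smallest p-value in each direction among those that met the criteria of the methods.

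The fits were tested on simulated counts with the mean counts, library sizes and dispersions of the rats, in which 200 genes were changed by a factor of 2. At an adjusted p-value under 0.05, edgeR's quasi-likelihood test recovered 165 of the 198 changed genes among the 16151 it tested and called 9 unchanged genes. DESeq2 recovered 173 of 200 among 23363 and called 28 unchanged genes. By the criteria of the methods, edgeR called 98 of the 198 changed genes and 34 unchanged ones. DESeq2 called 98 of 200 by these criteria and 99 unchanged ones. The simulated factor of 2 lies at the fold change criterion itself. The rats had 24334589 to 30824539 counts each. How large counting error is beside the spread between rats was not computed gene by gene, and it weighs most in genes with low counts. Nothing in the labels or the paper gives a sequencing batch or date.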

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

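The tests in this part were chosen after the result was seen. Among 20 groups of 5 rats compared on total counts, genes with counts, the share of the 10 most abundant genes, both principal components, the correlation with the own group and the 4 genes given by identifier, 2 had a rat whose gap to the nearest other rat exceeded 0.71 of the whole range of the group, where chance gives about 1 in 20. Both concerned ENSRNOG00000008015. Control replicate 5 lay above the other control rats with a gap of 0.918 of the range of log2 CPM, at 13.6 CPM. MK-801 replicate 1 lay below the other MK-801 rats with a gap of 0.789 of the range, at 6.99 CPM. This gene had been selected for its difference between the groups. Over all 16137 genes tested, these 2 rats did not stand out most by the same measure, since MK-801 replicate 5 lay apart in 369 genes and MK-801 replicate 3 in 275, against 229 for control replicate 5 and 179 for MK-801 replicate 1. Among the 37 genes that met the criteria of the methods, a rat lay apart in the MK-801 group in 8 genes (21.6%, against 6.43% of all genes tested) and in the control group in 1 (2.70%, against 4.85%).

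Without MK-801 replicate 1, 12 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, all 12 up-regulated, against 0 with all 10 rats, and 8 of the 12 had an absolute log2 fold change of at least 1. An exchange of the labels of these 2 rats may explain part of the pattern. In ENSRNOG00000008015, MK-801 replicate 1, at 6.99 CPM, would then lie among control replicates 1 to 4, at 6.81 to 7.20. Control replicate 5, at 13.6 CPM, would still lie below MK-801 replicates 2 to 5, at 28.3 to 41.1. With the labels of control replicate 5 and MK-801 replicate 1 exchanged, 9 genes had an adjusted p-value under 0.05, the highest of the 25 exchanges of 1 rat between the groups. The genes at an unadjusted p-value under 0.05 numbered 1922, against 2235 with the labels as deposited. The 25 exchanges had a median of 683 such genes, and 3 of them had more than 1922, with 2623, 2813 and 3277 genes. All 3 moved control replicate 5, in exchange for MK-801 replicates 2, 3 and 4. The count at an adjusted p-value thus rose with the exchange and the unadjusted one did not. The rise is no evidence for exchanged labels, since leaving out MK-801 replicate 1 alone gave 12 such genes. The 2 rats had also been picked for their levels of a gene selected for its difference. Exchanged labels and a difference between the rats therefore cannot be told apart for these 2 rats. The labels were kept as deposited in every result.

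A difference in library size as the whole account is argued against by rats of the same group with nearly the same total count. Control replicate 5 had 29375092 counts and control replicate 3 had 29323458, while ENSRNOG00000008015 lay 0.98 higher in the former on the log2 scale, against a range of 0.08 among the other control rats. MK-801 replicate 1 had 30482771 counts and MK-801 replicate 5 had 30824539, and the difference in the gene was -2.01, against a range of 0.54 among the other MK-801 rats. Over the 10 rats, no relation was detectable between log2 of the total count and the mean log2 level of the 19 genes that vary with ENSRNOG00000008015 within the groups (these genes follow that gene by selection; Pearson's r = -0.370, permutation p = 0.283; Spearman's rho = -0.382, permutation p = 0.279; both adjusted over 3 relations with the same values). Without the 2 rats farthest from the median total count, r was -0.417. A biological difference in the response to MK-801, or in the state of single rats when the tissue was taken, was not tested and stays open.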

How the results depend on the processing

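With all 10 rats, 0 genes had an adjusted p-value under 0.05, with 2235 genes at an unadjusted p-value under 0.05. This count of 0, and that of 0 with an absolute log2 fold change of at least 1, stayed at 0 with RLE and upper quartile scaling, without a filter, with the filter at a mean of 10 counts, with the surrogate variable, with limma-voom and with the prior count of 2. With DESeq2, the counts were 106 and 8, of 2377 genes at an unadjusted p-value under 0.05. The 37 genes by the criteria of the methods became 115 with DESeq2 (55 up-regulated, 60 down-regulated) and 337 without a filter (143 up-regulated, 194 down-regulated), and these 337 include 284 genes with a mean under 10 counts. With the other planned settings that keep all rats, the number was between 30 and 46, and the balance was closest with limma-voom, at 21 up-regulated and 18 down-regulated. RLE and upper quartile scaling moved neither the share of up-regulated genes by over 10 percentage points nor the median of all genes by over 0.1.

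The replicate numbers are shared by the groups, but the labels do not say that they pair the rats. The deviations of same-numbered rats from their group means correlated above 0.1 in 3 of 5 pairs, so the numbers were not taken as pairs. However, the mean correlation was 0.124 for same-numbered rats and -0.0308 for differently numbered ones. Replicates 1 and 5, at 0.183 and 0.319, lay above the highest value of differently numbered rats, 0.126. Replicates 2 to 4 lay between -0.0489 and 0.112. A pairing of some rats is therefore not excluded, and the splits of the rats into 5 and 5 did not take it into account. With the replicate block, 39 genes met the criteria of the methods and 0 had an adjusted p-value under 0.05. Of the 37 genes, 30 were among these 39. The genes at an unadjusted p-value under 0.05 numbered 2862 with the block, against 2235 without it.

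Across the 10 fits that each left out 1 rat, there were from 0 to 12 genes at an adjusted p-value under 0.05, from 0 to 8 with the fold change as well, from 39 to 64 by the criteria of the methods and from 1458 to 3280 at an unadjusted p-value under 0.05. The 12 and the 8 came without MK-801 replicate 1. By the criteria of the methods, there were 58 genes without MK-801 replicate 1 and 64 without MK-801 replicate 5. At an unadjusted p-value under 0.05, there were 1458 without control replicate 3, 1474 without control replicate 4 and 3280 without control replicate 5. Up-regulated genes made up 73.0% of the 37, and between 51.3% without MK-801 replicate 3 (20 up-regulated, 19 down-regulated) and 78.0% without control replicate 3 (32 and 9) in these fits. Without control replicate 5 there were 26 and 23, without MK-801 replicate 1 there were 35 and 23, and without MK-801 replicate 5 there were 39 and 25. They outnumbered the down-regulated genes in all 10 fits. Of the 37 genes, 17 were called in all 10 of these fits.

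Settings chosen after seeing the data also changed counts. With edgeR's likelihood ratio test, 43 genes had an adjusted p-value under 0.05, 7 of them with the fold change. DESeq2 without its outlier filter gave 106, 8 and, by the criteria of the methods, 124. DESeq2 with a minimum total of 10 counts gave 106, 8 and 116, and with its default filtering level 104, 6 and 115. With the share of the 10 most abundant genes as a covariate, 57 genes met the criteria of the methods, and those at an unadjusted p-value under 0.05 fell to 816. Bias-adjusted quasi-dispersions gave 37 and 0.

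The distance between groups exceeded that within groups by 1.37 (one-sided exact permutation test, p = 0.119). With 1 minus the Spearman correlation it kept its direction, and over the 500 most variable genes it was -0.0300 (same exact permutation test, p = 0.476). Leaving out 1 rat gave from 0.157 to 2.38, and p was under 0.05 without control replicate 5 alone. Apart from the filter and the rats left out, the cause of these changes was not tested. The comparisons planned for genes and gene lists named in advance were not run, since the identifiers could not be paired with names.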

Differences from the paper's values

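By the criteria of the methods, edgeR's quasi-likelihood test called 37 genes, against the paper's 129. Of these 37, 27 were up-regulated, against the paper's 79, and 10 were down-regulated, against the paper's 50. Of the alternatives set before the data were examined, DESeq2, the tool named in the methods, gave 115 genes, 55 up-regulated and 60 down-regulated, each within 1.5 times the paper's number. None of the others brought any of the 3 numbers within 1.5 times the paper's, whether by scaling, filter, block, surrogate variable, limma-voom, prior count or a rat left out. DESeq2 without its outlier filter, chosen after seeing the values, gave 124 genes, 61 up-regulated and 63 down-regulated. Also chosen after seeing the values were DESeq2 with a minimum total of 10 counts per gene, which gave 116 genes, 56 up-regulated and 60 down-regulated, and DESeq2 with its default filtering level, which gave 115, 55 and 60. In each of these DESeq2 settings the down-regulated genes outnumbered the up-regulated ones, whereas in the paper the up-regulated ones are more numerous.

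The axis of the volcano plot in Figure 1B is named for adjusted p-values. At an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, edgeR called 0 genes and DESeq2 called 8, all 8 up-regulated, whereas the plot marks genes of both directions.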

Other observations

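In this part, the splits for edgeR's counts at an adjusted p-value under 0.05 and by the criteria of the methods were planned before the data were examined, and all other tests were chosen after the results were seen. Of the splits of the 10 rats into 5 and 5, 100 were drawn with the real one included. The 37 genes by the criteria of the methods were reached or exceeded in 35 of the 100 splits with edgeR, and the other splits had a median of 33 genes. With DESeq2, the 115 genes were reached or exceeded in 58 of the 100 splits. The splits say nothing about edgeR's counts of 0 at an adjusted p-value under 0.05, with and without the fold change, since any split reaches a count of 0, as all 100 did. With DESeq2, the 106 genes at an adjusted p-value under 0.05 were reached in 8 of the 100 splits, and the 8 genes that also had the fold change in 6. The 2235 genes at an unadjusted p-value under 0.05 were reached in 5 of the 100 splits, where the others had a median of 581. Beside the real split, these include the exchanges of control replicate 5 with MK-801 replicates 2, 3 and 4, with 2623, 2813 and 3277 genes. Such exchanges leave all other rats in their groups, so they are not unrelated to the real split. Of these counts above 0, none was rarer among the splits than 5 in 100.

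Counts were also simulated 10 times from the means, library sizes and dispersions of the rats with no gene changed. The criteria of the methods then called between 24 and 35 genes with edgeR, of at least 16119 tested, and between 93 and 116 with DESeq2, of at least 23314 tested. The unadjusted p-value alone gave between 733 and 813 genes with edgeR, against 2235 in the rats, and between 868 and 954 with DESeq2, against 2377. At an adjusted p-value under 0.05, edgeR called between 0 and 1 genes in the simulated counts, against 0 in the rats, and DESeq2 between 0 and 15, against 106. The simulation draws each gene on its own, so variation that many genes share between rats, which the splits keep, is not in it.

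The share of counts taken by the 10 most abundant genes ran from 5.61% in MK-801 replicate 5 to 10.8% in control replicate 3. It followed the first principal component over the 10 rats (Pearson's r = 0.923, permutation p = 5e-05, adjusted over 3 relations 0.00015; Spearman's rho = 0.915, permutation p = 0.00047, adjusted 0.00141), and without the 2 rats with the shares farthest from the median, control replicates 3 and 4, r was 0.869. A candidate explanation for the many genes at an unadjusted p-value under 0.05 is this share. With it as a covariate, 816 genes remained at that level, or 5.06% of those tested. However, 21 of 100 covariates, the real one and 99 made by shuffling the shares within each group, left as few genes, so that the share and the treatment cannot be told apart for these genes: the mean shares of the groups lie apart, and any covariate whose means lie apart takes up part of any group difference. Whether the share reflects RNA quality, dissection or MK-801 was not tested.

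Of the 16136 other genes tested, 19 had a correlation of at least 0.9 with ENSRNOG00000008015 in their deviations from the group means, to which the difference between the groups does not contribute. This is not more than chance gives, since shuffling the deviations of ENSRNOG00000008015 within groups 1000 times gave a median of 10 genes and a highest number of 54 (permutation test, p = 0.220). The 19 genes had a median log2 fold change of 0.72 between the groups, and 14 of them were higher in the MK-801 group. Only 12 of the 1000 shuffles selected genes with a median as far from 0 (permutation test, p = 0.0130). The 19 genes thus differed between the groups by more than most shuffled sets did. Correlation by chance is not excluded for them, since their number was not more than chance gives. The test also leaves open that the difference itself came by chance. ENSRNOG00000008015 was selected for its own difference between the groups, and genes that share a source of variation with it would differ along with it. Compared by rat, the mean log2 level of the 19 genes did not separate the groups (two-sided exact permutation test, p = 0.0635). Which rats stand apart within their groups in these genes is fixed by the selection, and says nothing beyond ENSRNOG00000008015 itself. The median log2 fold change was 0.59 with the share of the 10 most abundant genes as a covariate. Over the 10 rats, no relation was detectable between this share and the mean log2 level of the 19 genes. Pearson's r was -0.552 (permutation p = 0.0917, adjusted over 3 relations 0.138). Spearman's rho was -0.6 (permutation p = 0.0751, adjusted over 3 relations 0.113). The files do not pair the identifiers of these genes with names.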
